# Cellular and transcriptome signatures unveiled by single-cell RNA-Seq following *ex vivo* infection of murine splenocytes with *Borrelia burgdorferi*

**DOI:** 10.3389/fimmu.2023.1296580

**Published:** 2023-12-08

**Authors:** Venkatesh Kumaresan, Taylor MacMackin Ingle, Nathan Kilgore, Guoquan Zhang, Brian P. Hermann, Janakiram Seshu

**Keywords:** single-cell RNA-Seq, lyme disease, myeloid immune response, neutrophil apoptosis, complement, cytokines

## Abstract

**Introduction:**

Lyme disease, the most common tick-borne infectious disease in the US, is caused by a spirochetal pathogen *Borrelia burgdorferi* (*Bb*). Distinct host responses are observed in susceptible and resistant strains of inbred of mice following infection with *Bb* reflecting a subset of inflammatory responses observed in human Lyme disease. The advent of post-genomic methodologies and genomic data sets enables dissecting the host responses to advance therapeutic options for limiting the pathogen transmission and/or treatment of Lyme disease.

**Methods:**

In this study, we used single-cell RNA-Seq analysis in conjunction with mouse genomics exploiting GFP-expressing *Bb* to sort GFP+ splenocytes and GFP− bystander cells to uncover novel molecular and cellular signatures that contribute to early stages of immune responses against *Bb*.

**Results:**

These data decoded the heterogeneity of splenic neutrophils, macrophages, NK cells, B cells, and T cells in C3H/HeN mice in response to *Bb* infection. Increased mRNA abundance of apoptosis-related genes was observed in neutrophils and macrophages clustered from GFP+ splenocytes. Moreover, complement-mediated phagocytosis-related genes such as C1q and Ficolin were elevated in an inflammatory macrophage subset, suggesting upregulation of these genes during the interaction of macrophages with *Bb*-infected neutrophils. In addition, the role of DUSP1 in regulating the expression of Casp3 and pro-inflammatory cytokines Cxcl1, Cxcl2, Il1b, and Ccl5 in *Bb*-infected neutrophils were identified.

**Discussion:**

These findings serve as a growing catalog of cell phenotypes/biomarkers among murine splenocytes that can be exploited for limiting spirochetal burden to limit the transmission of the agent of Lyme disease to humans via reservoir hosts.

## Introduction

Lyme disease is the most common tick-borne disease with 40,000 confirmed cases, and more than 450,000 cases are estimated to occur in the US each year according to Centers for Disease Control and Prevention (CDC, Atlanta) (1). *Borrelia burgdorferi (Bb)*, the agent of Lyme disease, is a spirochete acquired by *Ixodes scapularis* ticks from a variety of small mammals that serve as reservoir hosts, most notably the white-footed mouse (*Peromyscus leucopus)* (2). Transmission to naive incidental vertebrate hosts, such as humans and dogs, occurs following the bite of infected ticks. Typical symptoms in humans include fever, headache, fatigue, and a characteristic skin rash called erythema migrans. If left untreated, *Bb* can disseminate to the joints, heart, and the nervous system resulting in manifestations of arthritis, carditis, and neuroborreliosis (3). Doxycycline is the antibiotic of choice. However, a subset of Lyme disease patients manifest a range of symptoms that are referred to as post-treatment Lyme disease syndrome (PTLDS) (4). The molecular mechanisms that lead to PTLDS are unclear, although there is evidence of subcellular components of *Bb* serving as immunogenic stimuli to sustain host inflammatory response in select tissues such as the joints (5, 6). Currently, there are no vaccines available for the prevention of Lyme disease in humans, although there are several candidate preparations at different stages of clinical trials in the US and in Europe (7, 8). Hence, strategies to limit the survival of *Bb* in the reservoir hosts to prevent or lower the kinetics of transmission via ticks to naive vertebrate hosts are in dire need to reduce the incidence of human Lyme disease.

Host–pathogen interactions play a key role in the dissemination, survival, and pathogenic effects of *Bb* in reservoir and incidental hosts (9, 10). Pathogen-specific components such as the cell envelope comprised of an outer membrane with a rich constellation of lipoproteins, a unique peptidoglycan, periplasmic flagella contributing to its shape and motility, and an inner membrane with several transport proteins enabling acquisition of host-derived nutrients mediate interactions with the soluble and cellular effectors of the hosts resulting in survival or clearance of *Bb* (11). Additionally, cytosolic proteins and enzymes modulate the pathogen metabolism in response to environmental signals and nutrients available for survival of *Bb* within different host milieu. The structure, function, and regulation of expression of components associated with the envelope and cytosol also enable the spirochetes to modulate the host innate and adaptive immune responses that either favor or limit survival of *Bb* (12). Therefore, targeting one or more mediators of the host response can be exploited to circumvent the survival of *Bb* in different hosts as an anti-virulence strategy to prevent Lyme disease.

Numerous studies on host–pathogen interactions exploited animal models of infection. Primarily, different inbred strains of mice, outbred white-footed mouse (*Peromyscus leucopus*), and primates have been used to delineate the host response against *Bb* infection with caveats to each model in terms of their relevance to human Lyme disease. Generally, mice infected via needle or tick challenge results in persistent infection in skin and dissemination of *Bb* to lymph nodes, spleen, bladder, heart, and joints from the site of challenge (13, 14). Differences in the host response to *Bb* infection between inbred strains of mice have provided key insights on the kinetics of inflammatory responses associated with Lyme borreliosis. Notably, factors influencing Lyme arthritis have been investigated by comparing C3H/HeN mice, which are genetically predisposed to developing severe arthritis upon *Bb* infection compared to relatively mild manifestations in C57BL/6 mice (15). Both gross and histopathological changes in the joints of C3H/HeN mice have been attributed to differences in the levels of Type1 interferon response and its regulatory effects on tissue repair genes between C3H/HeN and C57BL/6 mice (16). Strain variations in *Bb* has also been shown to play a role in the severity of manifestations in mouse models of infection (17). Moreover, genetic variability among the major surface exposed lipoproteins that mediate interactions between the pathogen and host determinants also contribute to differences in dissemination and tissue tropism (18–21). Additionally, the ability to genetically manipulate *Bb* to express green-fluorescent protein (GFP) or bioluminescent markers has provided tools that enable visualization and tracking of spirochetes interacting with host cells *in situ* and in real time (11, 22, 23).

Recently, it was shown that the upregulation of PD-1 and its ligand PD-L1 on CD4+ T cells and antigen-presenting cells, respectively, influenced the activation of T-cell populations in the joints without impacting *Bb* clearance (24). A quiescent immune response characterized by host complement, interferon alpha (IFN-α), tumor necrosis factor α (TNFα)−driven signaling, and inflammatory response was associated with resistance to *Bb* infection in the white-footed mouse in comparison to C3H/HeN mice (25, 26). This suggested that differences in host response and variations in *Bb* strains influence adaptive capabilities of Lyme disease pathogen (27). Primate models of infection have provided information on the efficacy of antimicrobial therapy, dissemination, and persistence of *Bb* in a mammalian host with significant DNA homology with humans. However, the lack of manifestations of neuroborreliosis has limited the utility of this model for understanding persistent infections in humans (28, 29). The presence of anti-phospholipid antibodies in the serum, or antibodies against borrelial peptidoglycan in the synovial fluid, of Lyme disease patients also adds to immunomodulatory effects of *Bb* that can be exploited both for diagnostic and as possible targets to abrogate the clinical manifestations of Lyme disease (6, 30). In addition, profiling the host response among various mammalian hosts to *Bb* infection provides a rich platform that can be exploited to strategically modulate the immune response in the reservoir hosts to block the natural life cycle of *Bb*.

Several studies have shown the role of innate and adaptive immunity during spirochetes infection in mammalian hosts. Among the innate immune cells, the role of macrophages and neutrophils during the early immune response against *Bb* have been investigated extensively (11). Complement-mediated phagocytosis is one of the well-studied protective mechanisms exhibited by macrophages to control *Bb* infection (31). Several prior studies have identified mechanisms adopted by *Bb* to evade the complement system either by direct interference with complement components or by binding the regulators of the host complement system (32). Apart from macrophages, apoptotic neutrophils also play an important role in controlling *Bb* infection. Hilliard et al. demonstrated that clearance of apoptotic neutrophils play a role in the resolution of inflammation during experimental Lyme arthritis through the activation of Peroxisome Proliferator Activated Receptor Gamma (PPAR-γ) (33). Many of these studies employed bulk cell RNA-Seq analysis to determine overall gene expression levels from an admixture of different cell types with both infected and uninfected bystander cells contributing to transcriptome profiles. It is likely that not all mammalian cells treated with bacterial pathogens are infected even under optimized *in vitro* conditions with different multiplicity of infection potentially leading to transcriptomes of bystander cells dampening or enhancing the overall response. Moreover, there is limited information available on the infected-cell-specific immune response against *Bb* infection, which is critical to understand the molecular changes leading to global or tissue-specific manifestations of Lyme disease.

The fast-developing field of single-cell technologies have brought mechanistic insights into the host–pathogen interactions that influence viral (34), bacterial (35), fungal (36), and parasitic infections (37). In this study, we performed single-cell RNA-Seq (scRNA-Seq) analysis with murine splenocytes infected with green fluorescent protein expressing *Bb* (GFP+*Bb*) and compared the cellular and molecular patterns between *Bb* infected (GFP-positive) and bystander (GFP-negative) splenocytes. Since *Bb* is an extracellular pathogen that resides primarily within the extracellular matrices of the host tissues, for purposes of this study, the GFP+ splenocytes are considered as “infected” and are represented by splenocytes that are either interacting with intact or have ingested/processed GFP-expressing spirochetes. Our study revealed novel information on the cellular and molecular changes mediated by *Bb* on the subset of macrophages and neutrophils that are specifically involved in the early stages of *Bb* infection.

## Materials and methods

### Mice and ethics statement

The animal facilities at The University of Texas at San Antonio (UTSA) are part of Laboratory Animal Resources Center (LARC), which is an Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International Accredited Unit. Female C3H/HeN mice 6–8 weeks old (Charles River Laboratories, Wilmington, MA) were used in this study. All animal experiments were conducted following National Institutes of Health (NIH) guidelines for the housing and care of laboratory animals and in accordance with protocols approved by the Institutional Animal Care and Use Committee (protocol number MU071) of UTSA. Based on these guidelines, the general condition and behavior of the animals were monitored by trained laboratory and LARC staff daily, and methods to minimized pain and discomfort were adopted as needed in this study.

### Bacterial strain and growth conditions

A low passage infectious clonal isolate of GFP-expressing *Borrelia burgdorferi* B31-A3 (GFP+*Bb*) or wild-type *Borrelia burgdorferi* strain B31-A3 (WT-*Bb*) was propagated at 32°C in liquid Barbour–Stoenner–Kelly (BSK II, pH7.6) medium supplemented with 6% heat-inactivated rabbit serum (Pel-Freez Biologicals, Rogers, AR) with appropriate antibiotics (Sigma-Aldrich, St. Louis, MO) as previously described (22, 38–43). Once the cultures reached a density between 1 and 2×10^7^ spirochetes/ml, viable spirochetes were enumerated by dark field microscopy and used to infect murine splenocytes.

### Isolation of lipoproteins from *Bb*

Lipoproteins were extracted from the spirochetes as previously described (44, 45). Briefly, 1×10^9^ *Bb* was solubilized in 1 mL of phosphate-buffered saline (PBS) pH 7.4 containing 1% Triton® X-114 (TX-114) by gentle rocking at 4°C overnight. The TX-114 insoluble material was removed by two centrifugations at 15,000×*g* at 4°C for 15 min. The supernatant was transferred to a sterile tube and incubated at 37°C for 15 min. Then, the mixture was centrifuged at 15,000×*g* for 15 min at room temperature (RT). The top aqueous phase was transferred to a new tube and re-extracted one more time with 1% TX-114 as described. The bottom detergent phase was washed with 1 mL PBS pH 7.4 three times. The final detergent phase proteins were precipitated by adding 10-fold volume of ice-cold acetone, precipitates were collected by centrifugation at 15,000×*g* at 4°C for 30 min, acetone was removed by drying, and proteins were resuspended in PBS and stored at −20°C until further use. Lipoproteins were analyzed by Sodium Dodecyl Sulfate-Polyacrylamide Gel Electrophoresis (SDS-PAGE) and quantified using the bicinchoninic acid (BCA) assay kit (Thermo Scientific).

### Splenocyte isolation and infection

Spleens were removed from euthanized mice (*n*=5), homogenized using a 70-µm cell strainer, and single-cell suspension was then filtered through a 40-µm cell strainer. Splenocytes were pelleted by centrifugation at 500×*g* for 5 min. Red blood cells (RBCs) were lysed by resuspending the splenocytes in 5 mL of 0.14M ammonium chloride solution for 5 min at room temperature. RBC lysis was stopped by adding 10 mL of R10 media (RPMI media supplemented with 10% Fetal Bovine Serum (FBS)) and centrifuged at 500×*g* for 5 min and resuspended in R10 media at 1×10^6^/mL concentration. Furthermore, the cells were plated in six-well plates and allowed to adhere for 2 h. Non-adherent cells were removed, and the adherent cells were infected with GFP+*Bb* at a multiplicity of infection (MOI) of 1:1. Overall study design is explained in **Figure 1A**.

### Flow cytometry assisted cell sorting and single-cell RNA-Seq analysis

After 45 min of exposure to GFP+*Bb*, the splenocytes were scraped and labeled with Zombie R685^TM^ Fixable Viability Kit to determine live/dead cells (Biolegend, CA). Dead splenocytes (APC^hi^) were sorted out using flow-assisted cell sorter (BD FACS Diva-based cell-sorter), and the splenocytes were sorted into GFP+ (infected with GFP+*Bb*) and GFP− splenocytes as shown in **Figure 1B**. 10× Genomics single-cell libraries were generated by the University of Texas at San Antonio (UTSA) Genomics Core. Cell suspensions were loaded into 10× Genomics microfluidics chips and onto the 10× chromium to capture single cells in gel beads-in-emulsion (GEMs) reactions. We targeted collection of 10,000 cells/sample from two independent experiments, each using splenocytes collected from five mice, and followed the manufacturer’s recommendations for the 3′ Gene Expression v3 kit followed by Illumina sequencing of each library. Using the Cell Ranger analysis tools from the 10× Genomics cloud (https://cloud.10xgenomics.com/cloud-analysis), FASTQ files obtained from the infected and bystander samples from each individual experiment were individually processed, and the cell clusters were determined. Briefly, Cell Ranger count analysis was performed using the GRCm38 (mm10) mouse genome reference with default parameters for each infected and bystander sample from each experiment. Outputs from all four samples (infected and bystander) from both experiments were merged using CellRanger aggr (10× Genomics) based on mapped read count normalization and produce aggregated gene × cell barcode matrices and clustering models. Loupe Cell Browser v6.0.0 (10× Genomics) was used to visualize and analyze the data. To select only high-quality cells and eliminate multiplets, the aggregated data sets were limited to Unique Molecular Identifiers (UMIs) >500 and the genes per barcode >100. These settings were followed for all reclustering steps to avoid including multiplets and low-quality cells or empty droplets in the analysis. Cells expressing high proportions of mitochondrial genes (>5%) were excluded.

**Figure 1:**
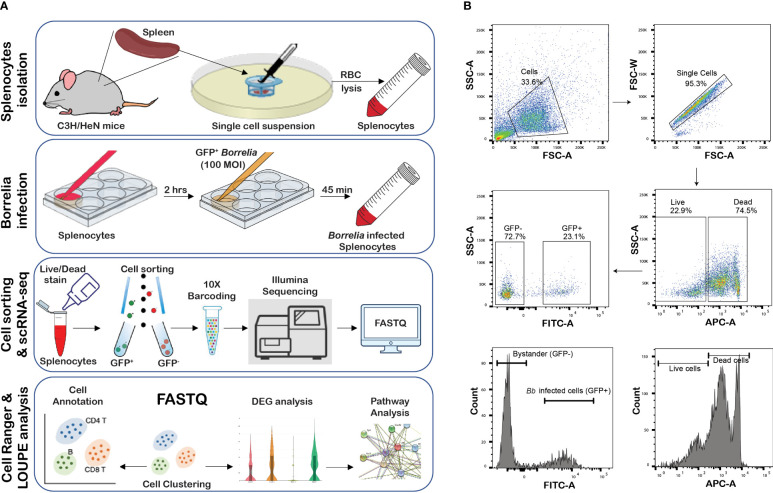
Infection of splenocytes with GFP+ *Bb.* **(A)** Overview of the study, **(B)** flow cytometry analysis of splenocytes infected with GFP+*Bb*. Total splenocytes were screened for single cells and further subjected to Live/Dead stain analysis, where APC^hi^ indicates dead cells, while APC^-^indicate live cells. Live, FITC^hi^ cells were designated as GFP+ (*Bb* infected cells), and FITC^neg^ cells were categorized as GFP− (bystander cells).

scRNA-Seq data sets were generated from two independent biological replicates (experiments 1 and 2) performed with different sets of mice, bacterial cultures, sorting, and scRNA-Seq analysis under similar experimental conditions. Both experiments revealed similar cell cluster patterns reflecting comparable cell populations from splenocytes in each experiment. Comparative transcriptome analysis between *Bb* infected (GFP+) and bystander (GFP−) cells revealed several differentially expressed genes (DEGs) that were significantly different in experiment 1. However, in experiment 2, the same DEGs in experiment 1 were identified although not with the same levels of significance (p<0.05) except for CXCL2 (significantly different between infected and bystander cells). We therefore validated 12 DEGs that were significantly different between infected and bystander cells from experiment 1 using methods to determine mRNA abundance, protein abundance, and flow cytometry analyses using commercially available reagents. The overall scRNA-Seq analysis workflow is described in **Supplementary Figure S1**, and data shown and validated were based on DEGs from experiment 1. All raw data files are deposited in NIH GEO under the accession number GSE243126.

### Protein network analysis

To understand the key pathways that were differentially activated between infected and bystander splenocytes and to analyze the interactions between the selected DEGs, protein network analysis was performed using the STRING database (https://stringdb.org/cgi/input?sessionId=byi0hUiTkgmG&input_page_show_search=on). Briefly, the significant DEGs were identified and submitted to the STRING database via the Multiple Proteins option, and the proteins with significant differences were searched against the mouse genome database. Protein–protein interactions between the selected genes were analyzed using the mouse protein–protein interaction database from STRING online database version 11.5, and the interaction prediction was determined with high confidence (0.700). Additionally, functional ontology analysis was performed to identify key molecular functions that were common within the selected genes. Furthermore, the interactions between the selected genes involved in specific pathways were also predicted.

### Isolation of bone-marrow-derived neutrophils

Neutrophils were isolated from the bone marrow of C3H/HeN mice using negative selection magnetic beads technique (46). Briefly, five C3H/HeN mice were euthanized using CO_2_ exposure and followed by cardiac puncture as the second method of euthanasia. Using sterile techniques, the femur and tibia were collected, and the bone marrow cells were flushed with sterile R10 media (RPMI media supplemented with 10% FBS), using a 25-gauge needle and centrifuged at 500×*g* for 5 min at 4°C (47). Cell pellet was resuspended in 4 mL of 0.14M ammonium chloride solution to lyse RBCs. After a 5-min incubation at RT, RBC lysis was stopped by adding 8 mL of fresh R10, and the contents were passed through the 70-µm cell strainer and centrifuged at 500×*g* for 5 min at 4°C. The cell pellet was washed with cold PBS and subjected to magnetic separation using a neutrophil isolation kit (Miltenyi Biotech GmBH, Germany) in accordance with the manufacturer’s instructions. Cell viability was determined by Trypan blue staining and the cells enumerated using a hemocytometer, and the purity of the neutrophils was assessed to be >98% for each assay by flow cytometry using APC-conjugated anti-mouse Ly6G antibody (BioLegend). Freshly isolated BMNs were infected with 100 MOI of WT-*Bb* resuspended in 100 µL of BSKII media pH 6.8 (48). BMN treated with only BSKII media was maintained as a control. After 1, 4, or 24 h post-infection, media were removed and cell washed with cold PBS and used for RNA isolation, protein extraction, or flow cytometry as required.

### Generation of bone-marrow-derived macrophages

As mentioned earlier, bone marrow cells were collected from five C3H/HeN mice, pooled and centrifuged at 500×*g* for 5 min at 4°C. Cell pellet was resuspended in 4 mL of 0.14M ammonium chloride solution to lyse RBC. After 5 min incubation at RT, RBC lysis was stopped by adding 8 mL of fresh R10 and centrifuged at 500×*g* for 5 min at 4°C. Cells were resuspended in 40 mL of R10 + 15% LCCM and passed through a 70-µM cell strainer. A total of 10 mL of cell suspension was plated in each Petri dish and incubated at 37°C/5%CO_2_ in a cell culture incubator. After 4 days, 50% of the media was replaced with fresh R10 media and incubated at 37°C. After 8 days of initial plating, the culture media was removed, and cells were washed twice with 10 mL of cold PBS. To detach the adherent cells that have been differentiated into bone-marrow-derived macrophages (BMDMs), 2 mL of Accutase™ Cell Dissociation Reagent (STEMCELL Technologies) was added and incubated at 37°C for 20 min. Plates were gently tapped to detach BMDMs, and the cell suspension was supplemented with 4 mL of fresh R10 media and centrifuged at 500×*g* for 5 min. The cells were resuspended in fresh R10 media without Pen/Strep and seeded in U-bottom 96-well plates (Corning) at 1×10^5^ BMDMs per well. After overnight incubation, the cells were infected with 100 MOI of WT-*Bb* resuspended in 100 µL of BSKII media pH 7.6. BMDM treated with only BSKII media was maintained as control. After 1 hpi, 4 hpi, or 24 hpi, media were removed and washed with cold PBS, and the cells were pooled and used for RNA isolation, protein extraction, or flow cytometry as needed.

### RNA isolation and quantitative reverse transcription PCR analysis

BMNs and BMDMs were infected with WT-*Bb* at an MOI of 1 in 96-well round-bottom plates at 1×10^5^ cells per well, washed and centrifuged at 500×*g* for 5 min. The supernatant was discarded, and the cell pellets with and without *Bb* infection from multiple wells were pooled, and RNA was isolated. At 1 hpi and 24 hpi, RNA was isolated using RNeasy kit (Qiagen, Germany) according to the manufacturer’s protocol. A constant amount of RNA (1 µg per sample) was reverse transcribed into cDNA using Advanced iScript cDNA synthesis kit (BioRad). cDNA was then amplified using murine gene-specific primers (**Supplementary Table S1**), and the primers for Actb gene were used as normalization control. Real-time quantitative PCR was performed by StepOne Plus Real-Time PCR system (Applied Biosystems) using default PCR program. Results are represented as fold difference using 2^−ΔΔct^ formula compared to the internal and the uninfected controls.

### Co-culture of BMDM with *Bb*-infected BMNs

To determine the role of *Bb*-infected neutrophils in the upregulation of genes encoding complement components in macrophages, we infected BMNs with *Bb* for 16 h based on the observation that Casp3 upregulation in BMNs was significant at 16 hpi. Furthermore, *Bb*-infected BMNs were treated with BMDM at BMN:BMDM ratio of 1:1 and 1:10. At 2 hpi, the total cell suspension was pelleted, and RNA was isolated as described above. Using the cDNA synthesized from these RNA samples, the mRNA abundance of the complement genes C1qa, C1qb, C1qc, and Fcna were determined, and the data were normalized using Actb gene.

### Validation of frequency of infected neutrophil and macrophage cell population by flow cytometry

To validate the number of infected neutrophils and macrophages among splenocytes during *Bb* infection observed in scRNA-Seq analysis, spleens were isolated from three C3H/HeN mice and splenocytes were purified by homogenizing the spleen in a cell strainer (40 µM), RBC was depleted by ACK lysing solution (Lonza) at room temperature for 5 min and centrifuged at 500×*g* for 5 min at 4°C. The cell pellet was resuspended in RPMI–10% FBS, plated in a non-treated six-well plate and infected with GFP+*Bb* at 1:1 ratio. After 45 min of incubation at 37°C, cells were centrifuged at 500×*g* for 5 min, and the cells were fixed using 200 µL of Cell Fixation Buffer (Biolegend) for 20 min in the dark. Cells were washed with 1 mL of Cell Staining Buffer (Biolegend) to remove unbound fixative. To avoid non-specific binding of antibodies, 1 µg of CD16/CD32 antibody dissolved in 100 µL of cell staining buffer was added to 5×10^6^ cells and incubated for 10 min on ice in the dark. One microgram of anti-CD45-PE, anti-CD11b-PE-cy7, anti-Ly6G-APC-Cy7, and anti-F4/80-APC (Biolegend) was dissolved in 100 µL of cell staining buffer and added to each cell suspension and incubated on ice for 20 min in the dark. Finally, the cells were washed with 1mL of cell staining buffer twice, and flow cytometry analysis was performed using LSRII (BD bioscience); 300,000 events were acquired and analyzed using FlowJo software.

To determine Casp3 activation in BMNs during *Bb* infection or following exposure to borrelial lipoproteins (*Bb*Lp), live BMNs were stained with YO-PRO^TM^-1 Iodide (YP-1), a cell-permeable dye that binds with active Casp3 (Thermo Fisher, USA). The working solution of YP-1 was prepared as 0.1 µM YP-1 stain in sterile PBS, according to the manufacturer’s protocol. At 1 hpi and 24 hpi, BMNs were pelleted and resuspended in 200 µL of YP-1 stain and incubated on ice for 30 min. YP-1-positive cells were identified by flow cytometry analysis using LSRII (BD bioscience), and the results were analyzed using FlowJo software.

### Cytokine quantification

To quantify the cytokines Cxcl1, Cxcl2, Ccl5, and Il1b in the culture supernatant of BMN and BMDM, with or without *Bb* infection, ELISA was performed using Mouse CXCL1/KC, CXCL2/MIP-2, Ccl5/RANTES, and Il1b/Il-1F2 DuoSet ELISA kits (R&D Systems, Minneapolis, MN, USA), following the manufacturer’s protocols. Samples were diluted accordingly to measure the OD within the linear range of the standards for each of the cytokine at 450/570 nm using a Spark 10M (Tecan) multimode plate reader and recorded using Spark software.

### Statistical analysis

Graphs were prepared, and unpaired *t*-test was performed using GraphPad Prism 7.0. Statistical differences between groups were reported to be significant when the *p*-value was ≤0.05. Data are presented as mean ± standard error of mean (SEM).

## Results

### scRNA-Seq analysis identifies the cellular diversity in murine splenocytes

Splenocytes from 6- to 8-week-old C3H/HeN mice were infected with GFP+ *Bb* for 45 min, and flow-assisted cell sorting was performed to segregate GFP+ cells as shown schematically in **Figure 1A**. 

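Splenocytes of C3H/HeN mice (n = 5 in the methods) were incubated for 45 min with GFP-expressing *Bb*, at a multiplicity of infection that the methods give as 1 and the schematic in Figure 1A gives as 100. Live GFP+ (infected) and GFP− (bystander) cells were sorted, and 10000 cells were targeted for each droplet-based 3′ single-cell library (10x Genomics). In this assay a barcode marks a droplet and a unique molecular identifier (UMI) marks a captured transcript. The deposited data hold 4 libraries, with an infected and a bystander library from each of 2 independent experiments, called replicates here and numbered as in the sample labels. The authors counted UMIs per gene and barcode with Cell Ranger on the GRCm38 (mm10) reference. The deposited counts cover the same genes in each library, are not normalized, and hold the barcodes that Cell Ranger called as cells, before the aggregation and filters of the methods. Infected replicate 1 held 4997 barcodes and 31865257 UMIs, with a median of 5334 UMIs per barcode. Bystander replicate 1 held 8434 barcodes and 35494217 UMIs (median 3569.5), infected replicate 2 held 9105 and 58379599 (median 5347), and bystander replicate 2 held 7541 and 46204606 (median 5212).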

Flow cytometry analysis indicated that 23% of sorted splenocytes were GFP+ve and 74.7% cells were GFP−ve (**Figure 1B**). The sorted GFP+ve (infected) and GFP−ve (bystander) splenocytes from two independent experiments were used for scRNA-Seq analyses, and splenocytes fell into 28 clusters (**Figure 2A**). 

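The filters of the methods (more than 500 UMIs, more than 100 genes and at most 5% mitochondrial UMIs) were applied to each library. The mitochondrial filter removed 869 barcodes of infected replicate 1, 1975 of bystander replicate 1, 759 of infected replicate 2 and 873 of bystander replicate 2, and 4119, 6452, 8338 and 6657 barcodes were kept in the same order. The depth equalization of the authors' aggregation step was not applied, and thinning every library to the shallowest was run as an alternative. Clustering of the kept barcodes with 2000 variable genes, 30 principal components and a Leiden resolution of 1 gave 37 clusters. At a resolution of 0.5 there were 28 clusters, at a resolution of 2 there were 54, and with 10 principal components there were 32. Cell populations were set by gates as in the paper, each needing at least 1 UMI of every gate gene, so they hold barcodes with transcripts of the gate genes and not cells sorted by protein. For infected against bystander comparisons, the UMIs of a population were summed over the barcodes of each library and the sums were tested with edgeR's quasi-likelihood test (TMM normalization, edgeR's filter on low counts, Benjamini-Hochberg adjustment over the genes tested, threshold 0.05). The library is thus the replicate (n = 2 infected and 2 bystander), and an exact permutation test cannot reach the threshold with so few. Values in CPM are the UMIs of a gene scaled by all UMIs of that population in that library. Intervals given for single libraries or clusters are exact 95% intervals (Poisson for UMIs, Clopper-Pearson for shares of barcodes) and cover counting error only.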

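Each of the 37 clusters was named where at least 3 genes of a cell type's marker list were detected in at least 25% of its barcodes, each at no less than 25% of its highest mean in any cluster. The 9 B-like clusters (13215 barcodes, median 4816 UMIs) had a Cd79a UMI in 99.0% and a Cd3e UMI in 0.764% of barcodes. In the 4 T-like clusters (5412 barcodes, median 4904.5 UMIs), Cd3e was detected in 86.4% and Cd79a in 6.32% of barcodes. A single NK-like cluster (1457 barcodes, median 3681 UMIs) had Klrc1 in 41.3% and Cd3e in 0.618%, and Klrc1 was detected in 0.129% of B-like barcodes. These genes also named the clusters, so the shares describe the naming and do not test it. Another 13 clusters, with 15.5% of the barcodes, stayed unnamed, among them clusters with B-cell or T-cell markers that missed another condition of the naming.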

Based on the established canonical markers of various lymphocytes and myeloid cells, and through interrogation of murine gene expression atlas, we assigned putative biological identities to the clusters as CD3+ T cells (clusters 1, 7, 12), CD79a+ B cells (clusters 2, 3, 4, 5, 6, 8, 11, 13, 14, and 16) and KLRC+ natural killer cells (cluster 9) (**Figure 2B**). Furthermore, cluster 22 comprised of most of the myeloid cells such as neutrophils (CD11b+Ly6G+), macrophages (CD11b+F4/80+), and dendritic cells (CD11c+CD8a+) (**Figure 2C**). 

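Myeloid barcodes fell into separate clusters at this resolution. The largest macrophage or monocyte-like cluster (206 barcodes, median 10316 UMIs) had an Itgam UMI in 84.0% and an Adgre1 (F4/80) UMI in 46.1% of barcodes, against 0.257% and 0.348% in the B-like clusters. A neutrophil-like cluster of 131 barcodes (median 12662 UMIs) had Itgam in 98.5% and Ly6g in 100%, while Ly6g was detected in 0.0908% of B-like barcodes. In another neutrophil-like cluster of 55 barcodes (median 2897 UMIs), Itgam was detected in 63.6%, Csf1r in 25.5% and Ly6g in 7.27%. No cluster was named for conventional dendritic cells, although 4 markers of their list were met in the plasmacytoid dendritic-like cluster, which met 6 of its own list. The plasmacytoid dendritic-like cluster (204 barcodes, median 10226.5 UMIs) had Itgax (CD11c) in 42.2% and Cd8a in 5.39%, against 0.0984% and 0.0605% in the B-like clusters.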

Cluster 10 exhibited low level CD45+ cells, indicating that this cell population is most likely to be erythrocytes. 

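Of the 746 barcodes in the 4 erythroid-like clusters, 9.38% (7.39–11.7) had a UMI of Ptprc (CD45), at a median of 4505 UMIs per barcode, against 86.8% (86.2–87.4) in the B-like and 96.5% (96.0–97.0) in the T-like clusters. By cluster, the share was 3.96% (2.06–6.82) of 303 barcodes, 13.8% (9.99–18.4) of 283, 14.7% (8.78–22.4) of 116 and 4.55% (0.555–15.5) of 44. The cluster of 116 barcodes was shallow, with a median of 644.5 UMIs, and 113 of its barcodes came from infected replicate 1. The clusters were named by their haemoglobin and other erythroid genes and not by Ptprc.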

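Genes of each cluster were ranked by the fold of their mean over all other barcodes. Gzma, Ccl5 and Eomes led the NK-like cluster of 1457 barcodes, which met 7 of the 8 NK-cell markers. Camp, Ngp and Lcn2 led the neutrophil-like cluster of 131 barcodes (9 of 10 neutrophil markers), and Lyz2, Ifitm3 and Thbs1 led the macrophage or monocyte-like cluster of 206 barcodes (7 of 11 markers). A small macrophage or monocyte-like cluster of 60 barcodes was led by C1qa, C1qb and Hmox1. The erythroid-like clusters met between 4 and 8 of the 8 erythroid markers. Because the clusters were formed from the same expression values, no p is given for these genes.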

Heatmap analysis showed the difference in the gene expression pattern of the 28 clusters identified from the total splenocytes with clusters 9 (NK cells), 26 (erythrocytes), and 22 (myeloid cells) had unique DEGs compared to other clusters (**Figure 2D**).

**Figure 2:**
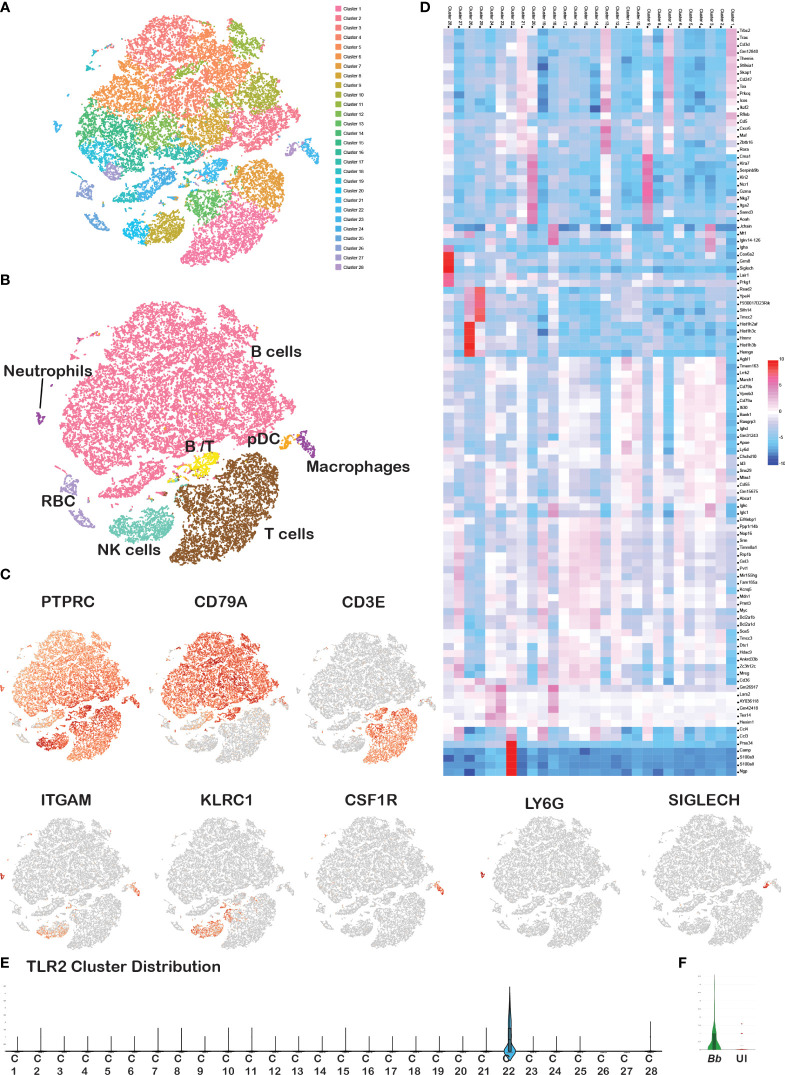
Cell cluster analysis of total splenocytes. Barcodes obtained from *Bb*-infected and bystander splenocytes from two experiments were integrated together to identify the cell clusters. **(A)** tSNE plot showing 28 cell clusters among the total splenocytes, **(B)** annotated clusters of total splenocytes, **(C)** expression of cell-specific marker genes in total splenocytes, **(D)** heatmap of DEGs between the overall 28 clusters. Scale represents the differential expression of genes (upregulated—red, downregulated—blue) as log2 fold changes where the cluster numbers are mentioned on the top of each column and the gene names at the right of each row. Violin plots showing the Log2 expression level of TLR2 gene **(E)** in overall 28 clusters, and **(F)** in Ly6G+ barcodes compared between *Bb*-infected and bystander.

A comparison of tSNE plots between infected and bystander cells showed a similar cluster distribution pattern with no apparent differences between the two samples (**Supplementary Figure S2A**). 

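The distribution of barcodes was compared over the 37 clusters, of which 35 held barcodes of every library. In 8 clusters both infected libraries had a larger share of their barcodes than both bystander libraries, and in 8 both had a smaller share. Among the former were a macrophage or monocyte-like cluster of 60 barcodes, with 0.413% and 0.432% of the barcodes of infected replicates 1 and 2 against 0.0155% and 0.0901% of the bystander ones, and a neutrophil-like cluster of 55 barcodes, with 4 and 48 barcodes of infected against 1 and 2 of bystander replicates 1 and 2. Other imbalances were between single libraries. A B-like cluster took 1816 of its 2174 barcodes from bystander replicate 1, and the shallow erythroid-like cluster came almost entirely from infected replicate 1. With the 4 libraries in random order, 33.3% of clusters would have both infected shares above or both below the bystander shares. No test was made on the shares of these clusters.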

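B cells were counted with the B-cell gate, and the other populations as barcodes with a Ptprc UMI and a UMI of Cd3e (T cells), of Klrc1 without Cd3e (NK cells), or of Itgam and Ly6g or of Csf1r (myeloid cells). Averaged over the libraries (n = 4), B cells made up 35.7% ± 4.76 (SD) of Ptprc+ barcodes, T cells 25.1% ± 1.60, NK cells 3.35% ± 0.625 and myeloid cells 1.98% ± 0.792. Taken over the barcodes that passed any of these gates, the shares were 56.1% ± 3.90, 39.7% ± 4.48, 5.26% ± 0.806 and 3.07% ± 1.08 in the same order. A gate misses cells whose marker left no UMI. By cluster in place of gate, and over all kept barcodes, B-like clusters held 51.4% ± 4.15, T-like 21.1% ± 2.20 and NK-like 5.58% ± 0.867.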

Cell count analysis of each immune cell population of splenocytes revealed that B (65%) and T (25%) lymphocytes occupied the largest proportion, followed by the NK cells (5%) and myeloid cells (5%) (**Supplementary Figure 2B**), which is consistent with the traditional cell profiling of spleen (49). A comparison of individual immune cell populations with PTPRC+ bar codes from tSNE plots from both experiments showed that the number of neutrophils and macrophages were significantly higher in *Bb*-infected splenocytes compared to the bystander cells (**Supplementary Figure 2B**). 

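The Ptprc+ barcodes numbered 3436 in infected replicate 1, 5499 in bystander replicate 1, 7218 in infected replicate 2 and 5771 in bystander replicate 2. Neutrophil barcodes (Ptprc+ Itgam+ Ly6g+) numbered 25, 26, 60 and 24 in the same order, which is 0.779% ± 0.0733 (SD, n = 2) of Ptprc+ barcodes in infected and 0.444% ± 0.0403 (SD, n = 2) in bystander libraries. Macrophage barcodes (Ptprc+ Csf1r+) numbered 56, 35, 150 and 68, which is 1.85% ± 0.317 against 0.907% ± 0.383 (SD, n = 2 each). The number of barcodes of each population was tested against the library's Ptprc+ barcodes. The neutrophil share was higher in both infected libraries by a log2 fold change of 0.83 (standard error 0.230, adjusted p = 0.0349 over 5 populations from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For macrophages the log2 fold change was 1.05 (standard error 0.308, adjusted p = 0.0349 from the same edgeR test), and the larger share was in the infected library of both replicates. Over the alternative settings the adjusted p ranged from 0.00815 to 0.588 for neutrophils and from 0.00292 to 0.588 for macrophages. The neutrophil call depended on the processing, since the adjusted p from edgeR's test was 0.107 with a replicate block, 0.0985 with doublets removed and 0.0588 without the mitochondrial filter. It was also lost without infected replicate 1 (log2 fold change 0.90, adjusted p = 0.280 from edgeR's test), without infected replicate 2 (0.71, 0.588) and without bystander replicate 2 (0.75, 0.0970). For macrophages, edgeR's adjusted p was 0.0384 with the replicate block, 0.0954 without the mitochondrial filter, 0.176 without infected replicate 1 and 0.588 without infected replicate 2, where the log2 fold change was 1.19 and 0.84. A gate of 2 UMIs gave adjusted p values from the same edgeR test of 0.172 for neutrophils and 0.103 for macrophages.

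**Figure D1:**
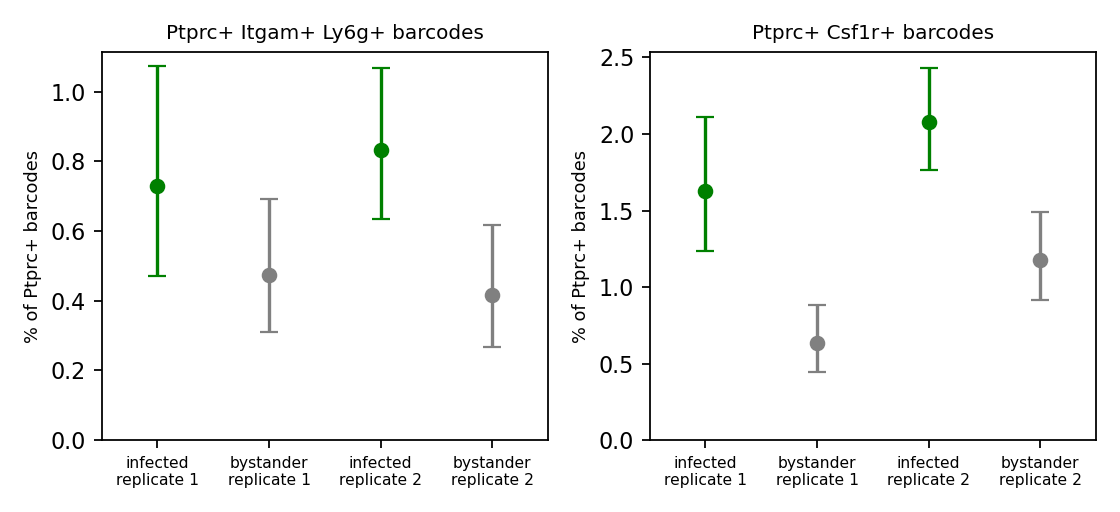
Share of Ptprc+ barcodes that passed the neutrophil gate and the macrophage gate, in percent, for each infected and bystander library of the 2 replicates, with exact 95% Clopper-Pearson intervals as bars. In both replicates the infected library lies above its bystander library, at 0.728% and 0.831% against 0.473% and 0.416% for neutrophils and at 1.63% and 2.08% against 0.636% and 1.18% for macrophages.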

Further validation of splenocytes infected with *Bb*-GFP using flow cytometry revealed a significant difference in the number of GFP+ neutrophils (CD11b+ Ly6G+) and macrophages (CD11b+F4/80+) consistent with the profile observed via scRNA-Seq analysis (**Supplementary Figure S3**). However, there were no significant differences in percentage of other cell populations between the infected and bystander splenocytes. 

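Among Ptprc+ barcodes, B-cell barcodes made up 39.6% ± 0.322 (SD, n = 2) in infected and 31.8% ± 2.65 in bystander libraries, T-cell barcodes 24.0% ± 1.26 and 26.1% ± 1.32, and NK-cell barcodes 3.29% ± 0.0463 and 3.40% ± 1.08. The log2 fold change was 0.32 for B cells (adjusted p = 0.108), −0.12 for T cells (adjusted p = 0.521) and −0.05 for NK cells (adjusted p = 0.855, each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 5 populations). Without bystander replicate 1 the same edgeR test gave adjusted p values of 0.0283 for B cells (log2 fold change 0.23), 0.0356 for T cells (−0.19) and 0.0487 for NK cells (−0.33). Without bystander replicate 2 it gave 0.00283 for B cells (0.40), and the NK-cell difference changed sign (0.32). In these 2 fits the single remaining bystander library was assumed to vary like the infected ones. With libraries thinned to the shallowest, the same edgeR test gave log2 fold changes of 0.10 for B cells (adjusted p = 0.448), −0.19 for T cells (0.118) and −0.05 for NK cells (0.810).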

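Tlr2 (ENSMUSG00000027995) lies on chromosome 3 of GRCm38 from 83836272 to 83841767. Over the whole-spleen clusters, a Tlr2 UMI was detected in 66.9% (60.9–72.5) of the 266 macrophage or monocyte-like barcodes (median 9535 UMIs), 23.7% (17.7–30.4) of the 186 neutrophil-like barcodes (median 10444.5) and 10.3% (6.49–15.3) of the 204 plasmacytoid dendritic-like barcodes (median 10226.5). The share was 0.613% (0.487–0.761) in B-like, 0.129% (0.0520–0.266) in T-like and 0.549% (0.237–1.08) in NK-like clusters, at medians of 4816, 4904.5 and 3681 UMIs. No Tlr2 UMI was found in 746 erythroid-like barcodes, which allows a share of up to 0.493%. The low shares outside the myeloid clusters were not set against a background from free RNA or doublets. With barcodes thinned to 1000 UMIs, the share was 24.6% in macrophage or monocyte-like and 6.45% in neutrophil-like barcodes, against 0.144% in B-like and 0.0185% in T-like barcodes.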

TLR2, which plays an important role during *Bb* infection, was expressed only in cluster 22 (myeloid population) among the 16 clusters identified in scRNA-Seq analysis (**Figure 2E**). 

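In Ptprc+ Itgam+ Ly6g+ barcodes, a Tlr2 UMI was found in 6 of 25 barcodes of infected replicate 1, in 0 of 26 of bystander replicate 1, in 17 of 60 of infected replicate 2 and in 6 of 24 of bystander replicate 2. These are 24% (9.36–45.1), 0% (up to 13.2), 28.3% (17.5–41.4) and 25% (9.77–46.7). Median depths were 13530, 8727.5, 13735.5 and 14396.5 UMIs per barcode. The sums of 16, 0, 39 and 16 UMIs correspond to 43.2, 0, 44.5 and 45.0 CPM, and a count of 0 in bystander replicate 1 allows up to 12.8 CPM. The log2 fold change was 0.82 (standard error 0.708, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was carried by bystander replicate 1, without which the log2 fold change was −0.04. Within replicate 2, infected and bystander values differed by less than the counting error (31.7–60.9 and 25.7–73.0 CPM). In infected replicate 1 and bystander replicate 2, however, 1 gate barcode each lay in a macrophage or monocyte-like cluster. The other gate barcodes of these libraries lay in neutrophil-like clusters, which held 6 and 7 Tlr2 UMIs. Most of the 16 UMIs of each of these libraries thus lay in that single barcode, and the values of replicate 2 rest on it. In the neutrophil-like clusters in place of the gate, Tlr2 stood at 16.0 and 0 CPM in infected and bystander replicate 1. In replicate 2 it stood at 65.3 (50.6–82.9) and 20.6 (8.29–42.5) CPM. These clusters include the one of 55 barcodes, of which 48 came from infected replicate 2 and 3 passed the gate.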

Among the myeloid cells, TLR2 was upregulated in Ly6G+ neutrophils population among *Bb*-infected splenocyte compared to uninfected bystander splenocytes (**Figure 2F**).

To characterize the subsets of each immune cell population and to analyze the DEGs between infected and bystander population, we classified and reclustered these cell populations independently. First, cells expressing pan leukocyte marker, CD45 (PTPRC>0), were used for the further analysis of various subsets of leukocytes and evaluated based on known markers such as CD79a (B cells), CD3e (T cells), KLRC1 (NK cells), ITGAM (myeloid), CSF1R (monocytes/macrophages), SIGLECH (eosinophils), and Ly6G (neutrophils) as displayed in **Figure 2C**. All genes discussed along with their corresponding protein IDs and full names of those genes were tabulated in **Supplementary Table S2**. The list of DEGs upregulated in each cluster compared to all other clusters is tabulated in **Supplementary Table S3**. DEGs that were significantly different between infected and bystander cells from experiment 1 were validated using qRT-PCR, cytokine enzyme-linked immunosorbent assay (ELISA), and flow cytometric analysis as described below.

### Gene expression heterogeneity in splenic neutrophils

CD11b^+^Ly6G^+^ markers are the most widely used markers to distinguish neutrophils from the remaining myeloid cells (50). Therefore, we annotated cells positive for PTPRC (CD45), ITGAM (CD11b), and Ly6G genes as neutrophils. 

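Of the 135 barcodes that passed this gate in the 4 libraries, 129 (95.6%) lay in the neutrophil-like whole-spleen cluster with Ly6g, 3 in the other neutrophil-like cluster and 2 in a macrophage or monocyte-like cluster. The summed UMIs per library were 370506 in infected replicate 1, 233688 in bystander replicate 1, 876148 in infected replicate 2 and 355788 in bystander replicate 2, and these sums are the depth behind the neutrophil values. The numbers of barcodes are small, so that single barcodes can carry much of a gene's sum.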

To delineate the neutrophil heterogeneity and to identify the subsets of neutrophils, we filtered CD45+Cd11b+ Ly6G+ barcodes and re-clustered this population. The tSNE plot of the re-clustered neutrophils revealed four different sub-clusters of neutrophils (**Figure 3A**).

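Re-clustering of the 135 neutrophil barcodes on 1000 variable genes and 10 principal components was run at the resolution that gives 4 sub-clusters, so this number follows from the setting. The sub-clusters held 48, 36, 31 and 20 barcodes at median depths of 14041.5, 12433, 10510 and 19937.5 UMIs, and 4.17%, 0%, 0% and 55% of their barcodes were called doublets. They are numbered here by size and do not carry the paper's numbers. Only the third met a marker list of the paper in full, with 7 of 7 genes of cluster 3. The fourth met 7 of 9 genes of cluster 2 but was left unnamed because of its doublet calls.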

**Figure 3:**
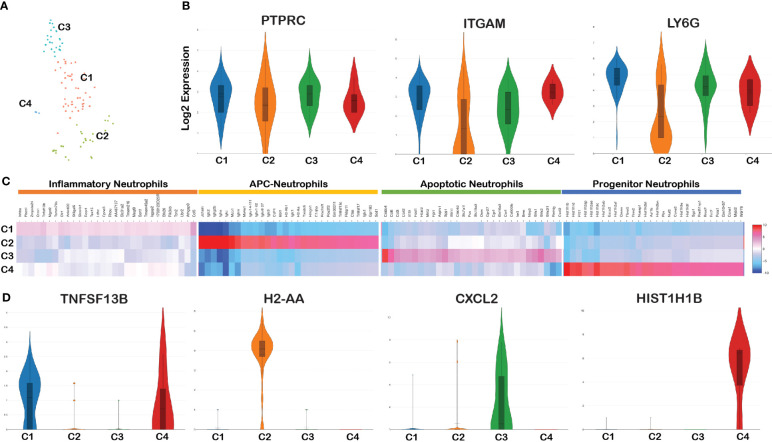
Cell cluster analysis of neutrophils. Barcodes filtered for PTPRC+ CD11b+ Ly6G+ were defined as neutrophils. **(A)** tSNE plot of neutrophils showing four clusters marked as C1, C2, C3, and C4. **(B)** Violin plots showing the log2 expression and cellular distribution of the selected neutrophil specific marker genes, and the gene names are mentioned at the top of each plot. **(C)** Heatmap showing the DEGs among the four clusters of neutrophils, and the putative names of each cluster were mentioned over the respective blocks. **(D)** Violin plots showing the log2 expression and cellular distribution of the selected cluster-specific genes.

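The gate genes themselves differed between the rebuilt neutrophil sub-clusters in CPM. From the largest to the smallest sub-cluster, Ptprc stood at 391, 742, 827 and 523, Itgam at 510.4, 925, 711 and 419 and Ly6g at 1469.8, 2424, 2271 and 954 CPM. Each gene was present in 100% of barcodes by the gate's construction, so that only its level can differ. No test was made between sub-clusters, since these were formed from the same values.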

Violin plot analysis showed no significant changes in the expression of three genes (PTPRC, ITGAM, and Ly6G) that define neutrophil populations between the four clusters (**Figure 3B**). The list of DEGs upregulated in each neutrophil cluster is tabulated in **Supplementary Table 4A**. We compared the gene expression pattern of these four clusters and identified the unique genes expressed in each cluster. 

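Tnfsf13b was detected in 72.9%, 52.8%, 9.68% and 50% of barcodes of the rebuilt sub-clusters in order of size, Plscr1 in 79.2%, 66.7%, 29.0% and 55% and Ankrd22 in 70.8%, 66.7%, 51.6% and 45%. For the largest sub-cluster the 95% intervals were 58.2–84.7 for Tnfsf13b and 65.0–89.5 for Plscr1, and in the third 2.04–25.8 and 14.2–48.0. The third sub-cluster, which holds the markers of the paper's cluster 3, thus had the lowest shares of Tnfsf13b and Plscr1. None of the 3 genes was counted as a met marker in any sub-cluster. By summed UMIs, however, Tnfsf13b stood at 102.6 CPM in the largest sub-cluster and at 48.5 CPM in the other barcodes.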

Clusters 1 and 4 expressed inflammation related genes such as Tnfsf13b (51), Plscr1 (52), and Ankrd22 (53) and hence termed as inflammatory neutrophils (54). Along with the expression of inflammatory genes, cluster 4 is characterized by high levels of H1 linker histones such as Hist1H1B, Hist1H1D, Hist1H3c, and Nusap1. 

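Histone genes were concentrated in the largest rebuilt sub-cluster (48 barcodes), which was led by Mki67. Hist1h1b was detected in 12.5% (95% interval 4.73–25.2), Hist1h1d in 14.6% (95% interval 6.07–27.8), Hist1h3c in 10.4% (95% interval 3.47–22.7) and Nusap1 in 10.4% (95% interval 3.47–22.7) of its barcodes. Hist1h1b was found in no barcode of the other sub-clusters, while Hist1h1d and Hist1h3c were each found in 5% of the smallest and in none of the second and the third. Mki67 was detected in 33.3%, 8.33%, 3.23% and 25% of barcodes by sub-cluster. No separate sub-cluster met the 4 genes of this list.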

Since they express H1 linker histone genes, an epigenetic regulator of cell proliferation and differentiation (55), it is possible to annotate this cluster as progenitor neutrophils expressing DEGs involved in cell cycle/proliferation (56). Cluster 2 exhibited two different populations with high and low ITGAM and Ly6G expression pattern compared with the other three clusters (**Figure 3B**). 

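The rebuilt sub-cluster of 20 barcodes had a Cd79a UMI in 95% (95% interval 75.1–99.9), Igkc in 95%, Cd74 in 95% and H2-Aa, H2-Ab1 and H2-Eb1 each in 95% of barcodes. Iglc3 was detected in 35%, Jchain in 15% and H2-Eb2 in 10%. In the other sub-clusters, Cd79a was detected in 12.5%, 11.1% and 3.23% and H2-Ab1 in 14.6%, 0% and 3.23%. Its Itgam and Ly6g levels were the lowest of the sub-clusters. Its median depth was the highest, and 55% of its barcodes were called doublets by comparison with simulated doublets, so barcodes that hold a neutrophil and a B cell are not excluded by these shares.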

DEG analysis between the four clusters indicated that cluster 2 was enriched with B-cell related genes such as CD79a, Iglc3, Igkc, and Jchain and antigen-presenting MHC-II molecules such as H2-Aa, H2-Ab1, H2-Eb1, H2-Eb2, and CD74 (**Figure 3C**). Because of the activation/expression of MHC-II and co-stimulatory molecules expressed in neutrophils among *Bb-*infected cells, this cluster most likely is involved in antigen presentation and are classified as antigen-presenting neutrophils (57). 

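In the rebuilt sub-cluster of 31 barcodes, Retnlg was detected in 100%, Cxcl2 in 41.9% (95% interval 24.5–60.9), Il1f9 in 58.1% (95% interval 39.1–75.5), Mmp8 in 96.8% and Mmp9 in 96.8% of barcodes. Clec4d was detected in 58.1% and Clec4e in 96.8%. Cxcl2 was found in 0%, 2.78% and 15% and Il1f9 in 6.25%, 5.56% and 20% of barcodes of the sub-clusters with 48, 36 and 20 barcodes. Mmp9 was less specific, at 60.4%, 91.7% and 75%, as was Clec4e at 37.5%, 63.9% and 70%. These genes were used to recognize the sub-cluster, and their presence in it is therefore not a separate result.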

Cluster 3 uniquely expressed genes such as Retnlg, Cxcl2, and Il1f9 and metalloprotease encoding genes such as Mmp8 and Mmp9 that are involved in macrophage polarization (58) and surface-expressed macrophage inducible proteins, Clec4d/Clec4e (59). The key DEG from each cluster is shown in **Figure 3D**. Thus, the spatial transcriptome profiling of neutrophils in the mouse spleen revealed four individual clusters expressing unique gene expression profiles with the potential to drive the innate immune responses of the host against *Bb*.

### Differential gene expression profiles between infected and bystander neutrophils

All four clusters of neutrophils were present in both infected and bystander populations (**Figure 4A**). 

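The 4 rebuilt sub-clusters held barcodes of every library. In order of size, infected replicate 1 had 4, 11, 5 and 5 barcodes, bystander replicate 1 had 13, 8, 1 and 4, infected replicate 2 had 19, 11, 21 and 9, and bystander replicate 2 had 12, 6, 4 and 2. The sub-cluster with the cluster 3 markers thus had 1 barcode in bystander replicate 1 and 4 in bystander replicate 2. With 4 other embeddings, chosen after these values were seen, it held between 19 and 23 barcodes of infected replicate 2 and between 0 and 1 of bystander replicate 1. No share was compared between conditions, since the genes that define the sub-clusters also differ between them.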

A comparison of DEGs between infected and bystander cells in various clusters helped further to eluciate the modulatory effects of *Bb* **Supplementary Table 4b**. Among *Bb*-infected cells, Suco, Clec4e, Pdcd5, and Sod2 were upregulated in cluster 1, and immunoglobulin-related genes were upregulated in cluster 2 (**Figure 4B**). 

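In neutrophil barcodes as a whole, 3314 genes were tested between infected and bystander libraries and 6 were called, all higher in infected (Hist1h1b, Hist1h1d, Hist1h2ae, Hist1h3c, Hist1h2ap and Iglc2), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count moved most without the filter on low counts, to 61 genes, was 51 with a replicate block and 5 with DESeq2, and fell to 1 without bystander replicate 2. Leaving out the others gave 26 (infected replicate 1), 34 (bystander replicate 1) and 18 genes (infected replicate 2). Suco had a log2 fold change of 0.15 (standard error 0.376, adjusted p = 0.999), Clec4e of 0.40 (standard error 0.440, adjusted p = 0.999), Pdcd5 of 0.93 (standard error 0.420, adjusted p = 0.999) and Sod2 of 1.08 (standard error 0.487, adjusted p = 0.999), each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The infected library was higher in both replicates for Clec4e, Pdcd5 and Sod2 and in replicate 2 only for Suco, and none of the 4 was called under any of 13 alternative settings. Suco changed sign without bystander replicate 2 (−0.18), and Clec4e without bystander replicate 1 (−0.01) and without infected replicate 2 (−0.48). Sod2 fell to 0.30 without infected replicate 2 and rose to 1.57 without bystander replicate 2. In the largest rebuilt sub-cluster, which has too few barcodes for a test in infected replicate 1, the sums were 5, 11, 25 and 13 UMIs for Suco and 0, 4, 30 and 13 for Clec4e in infected and bystander replicate 1 and infected and bystander replicate 2.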

The Major DEGs upregulated in *Bb*-infected cluster 3 were Il1b, Hcar2, Zfp36, dual specific phosphatase 1 (DUSP1), Clec4d, and chemokines Ccl3, Ccl5, Cxcl1, Cxcl2, and Ccrl2 (**Figures 4B, C**). 

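In the rebuilt sub-cluster with the cluster 3 markers, no test was made because bystander replicate 1 had 1 barcode and a minimum of 10 per library had been set. Its summed UMIs were 52150 in infected replicate 1, 7175 in bystander replicate 1, 205204 in infected replicate 2 and 43670 in bystander replicate 2. In this order Il1b had 0, 0, 261 and 0 UMIs, Cxcl2 0, 0, 614 and 21, Ccl3 0, 0, 222 and 6, Zfp36 30, 1, 189 and 10 and Dusp1 9, 0, 76 and 0. In replicate 2 Cxcl2 stood at 2992 CPM (2760.1–3238) in the infected and 481 (298–735) in the bystander library, and the bystander UMIs all lay in 1 barcode. For Il1b the infected value was 1272 CPM (1122–1436), and no UMI among 43670 allows up to 68.7 in the bystander library. In replicate 1 neither library had an Il1b, Cxcl2 or Ccl3 UMI in this sub-cluster. Hcar2 had 1, 0, 68 and 1, Clec4d 1, 0, 74 and 1 and Ccrl2 1, 0, 69 and 0 UMIs. Ccl5 had a single UMI and Cxcl1 none.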

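Over all neutrophil barcodes, Dusp1 (chromosome 17 from 26505590 to 26562128) had 21, 4, 159 and 2 UMIs in infected and bystander replicate 1 and infected and bystander replicate 2, a log2 fold change of 3.66 (standard error 0.718, adjusted p = 0.0603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl2 (chromosome 5 from 90903871 to 90905938) had 64, 0, 910 and 21 UMIs and a log2 fold change of 4.29 (standard error 0.922, adjusted p = 0.114 from the same edgeR test). In infected replicate 1, 63 of the 64 Cxcl2 UMIs lay in 1 barcode, and in infected replicate 2 the 910 UMIs lay in 14. Zfp36 had 103, 27, 273 and 64 UMIs (log2 fold change 1.05, standard error 0.350, adjusted p = 0.943 from edgeR's test), and Clec4d had 15, 2, 97 and 10 (log2 fold change 2.08, standard error 0.628, adjusted p = 0.653 from edgeR's test). All 4 were higher in the infected library of both replicates. With a replicate block, edgeR's adjusted p was 8.82e-06 for Dusp1, 5.92e-12 for Cxcl2, 0.0133 for Zfp36 and 0.00372 for Clec4d. That fit leaves 1 residual degree of freedom, so these values lean on a spread shared between genes more than on the replicates. DESeq2 called Dusp1 (adjusted p = 0.0276) and did not call the other 3. Over 13 alternative settings the adjusted p of Dusp1 ranged from 1.26e-08 to 0.868 and that of Cxcl2 from 1.15e-16 to 1.00. The log2 fold change of Clec4d was 0.98 without infected replicate 2 and 3.41 without bystander replicate 2. Single libraries also changed the calls of Dusp1 and Cxcl2. Dusp1 passed the threshold without infected replicate 1 and without bystander replicate 1 (adjusted p = 0.00466 and 0.00265 from edgeR's test), and Cxcl2 without these and without infected replicate 2 (0.0158, 0.0145 and 0.0230). Il1b, Hcar2, Ccl3, Ccl5 and Ccrl2 did not pass the filter on low counts, with 8, 0, 479 and 3 UMIs for Il1b and 0, 0, 254 and 7 for Ccl3.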

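Histone genes made up 5 of the 6 called in neutrophil barcodes. Hist1h1b (ENSMUSG00000058773, chromosome 13 from 21779883 to 21780625) had 118, 0, 330 and 1 UMIs in infected and bystander replicate 1 and infected and bystander replicate 2, with a log2 fold change of 7.54 (standard error 0.635, adjusted p = 7.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hist1h1d had 37, 1, 79 and 0 UMIs (log2 fold change 5.64, standard error 0.739, adjusted p = 0.00602 from edgeR's test), Hist1h2ae 27, 0, 129 and 1 (log2 fold change 5.94, standard error 0.839, adjusted p = 0.00903 from edgeR's test) and Hist1h2ap 21, 0, 151 and 2 (log2 fold change 5.14, standard error 0.879, adjusted p = 0.0314 from edgeR's test). Hist1h3c had 21, 0, 148 and 0 UMIs (adjusted p = 0.0186 from edgeR's test) and no fold is given, as neither bystander library had a UMI. All of the Hist1h1b UMIs of infected replicate 1 lay in 1 barcode and those of infected replicate 2 in 4. Hist1h1b was called under all 12 alternative settings in which it was tested. Without bystander replicate 2, the adjusted p from edgeR's test rose to 0.129 for Hist1h1d and Hist1h2ae and to 0.187 for Hist1h3c and Hist1h2ap, and without infected replicate 2 to 0.0836 for Hist1h3c and 0.394 for Hist1h2ap. Members of this family have near-identical sequences, so that UMIs may be split between them. Once barcodes called doublets were removed, none of the 5 passed the filter on low counts.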

In cluster 4, mostly histone-related genes were upregulated in infected neutrophils (**Figure 4B**). The majority of DEGs expressed in *Bb*-infected cluster 3 were associated with pathways, indicating that these genes are functionally connected (**Figure 4C**). Several Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were identified based on the protein network analysis of DEGs expressed in cluster 3 of infected neutrophils such as IL-17 signaling pathway, Toll-like receptor (TLR) signaling pathway, nuclear factor kappa light chain enhancer of activated B cells (NF-κβ) signaling pathway, Tumor necrosis factor (TNF) signaling pathway, Mitogen‑activated protein kinase (MAPK) signaling pathway, and apoptosis (**Figure 4D**). Along with the profile of genes involved in apoptosis, cluster 3 was also enriched in signaling molecules such as macrophage-inducible proteins and metalloproteases, which are potentially involved in the neutrophil–macrophage chemotaxis in efferocytosis of apoptotic neutrophils by macrophages to combat infection and inflammatory responses (58–61). In *Bb*-infected cluster 2 (antigen-presenting neutrophils), immunoglobulin genes such as Iglc2, Igkv8-27, Ighv1-82, and Ighg2b were upregulated compared to the bystander cells, indicating that these neutrophils are likely involved in the activation of B and T cells following interactions with *Bb*. 

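Iglc2 (ENSMUSG00000076937, chromosome 16 from 19198396 to 19200351) had 46, 7, 184 and 3 UMIs over all neutrophil barcodes of infected and bystander replicate 1 and infected and bystander replicate 2. Its log2 fold change was 3.37 (standard error 0.537, adjusted p = 0.0186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the infected library higher in both replicates, and the adjusted p was 0.200 without bystander replicate 2. Of these UMIs, 46, 6, 181 and 2 lay in the rebuilt sub-cluster with B-cell genes, where 55% of barcodes were called doublets. Igkv8-27 had 110 UMIs in infected replicate 2, of which 109 lay in 1 barcode, and none in the other libraries. For Ighv1-82 and Ighg2b no UMI was found in neutrophil barcodes of any library.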

Further investigation is required to define the functional significance of this subset during *Bb* infection.

**Figure 4:**
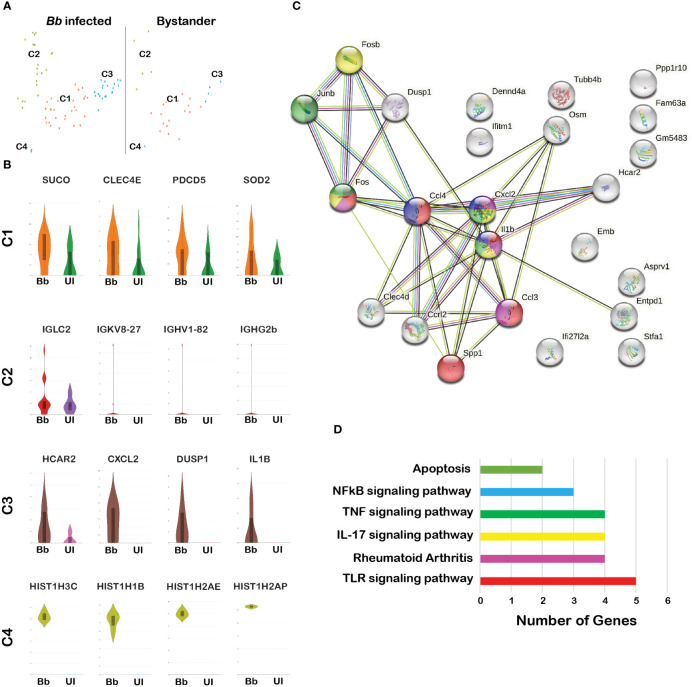
Comparison of the infected and bystander neutrophil clusters. **(A)** tSNE plot of *Bb*-infected and bystander neutrophils showing four clusters. **(B)** The violin plots showing the log2 expression (height) and cellular distribution (width) of the selected DEGs compared between the *Bb*-infected and bystander in each neutrophil cluster. **(C)** STRING-protein network showing the interaction of the selected DEGs identified from the *Bb*-infected cluster 3 neutrophils. **(D)** Bar graph showing the functional pathways enriched within the identified DEGs from the *Bb*-infected cluster 3 neutrophils, where each bar represents the number of genes enriched in each pathway. Colors of each circle **(C)** and bar **(D)** represent the corresponding functional pathway of each gene.

### *Bb* infection induces caspase 3 in bone-marrow-derived neutrophils

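Of the 23 genes that the paper names for infected against bystander neutrophils, 14 passed the filter on low counts. Among these, 5 were called over all genes tested and 9 when adjusted over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The second count is not independent evidence, since the study chose the list on these samples. The fitted difference was higher in infected for 14 of 14, and 13 of 14 were higher in the infected library of both replicates by TMM-scaled CPM. For Tlr2 this rests on the scaling in replicate 2, with 51.6 (infected) and 49.3 (bystander) CPM after TMM and 44.5 and 45.0 without it.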

scRNA-Seq data revealed that DEGs involved in apoptosis are differentially expressed in *Bb-*infected neutrophils compared to bystander neutrophils (**Figures 4C, D**). To validate the mRNA abundance of genes encoding apoptosis effector caspase (CASP3) and inflammation-regulator genes (CLEC4D and DUSP1) (62, 63) during *Bb* infection in neutrophils, Quantitative Reverse Transcription PCR (qRT-PCR) analysis was performed (**Figure 5A**). Briefly, naive neutrophils isolated from bone marrows (BMNs) using magnetic separation were infected with WT-*Bb*, and RNA was isolated at 1 hpi, 16 hpi, and 24 hpi. Uninfected BMNs were used as controls, and the mRNA abundance of select genes was normalized using ß-actin gene as internal control. In *Bb*-infected BMNs, DUSP1 and CLEC4D showed consistent upregulation at 1 h, 16 h, and 24 h post-infection (hpi), while Casp3 was significantly upregulated at 16 hpi and 24 hpi (**Figure 5A**). These results indicated that apoptosis is activated in neutrophils via Casp3 activation, where DUSP1 and CLEC4D could regulate the Casp3 upregulation in the neutrophils during *Bb* infection.

**Figure 5:**
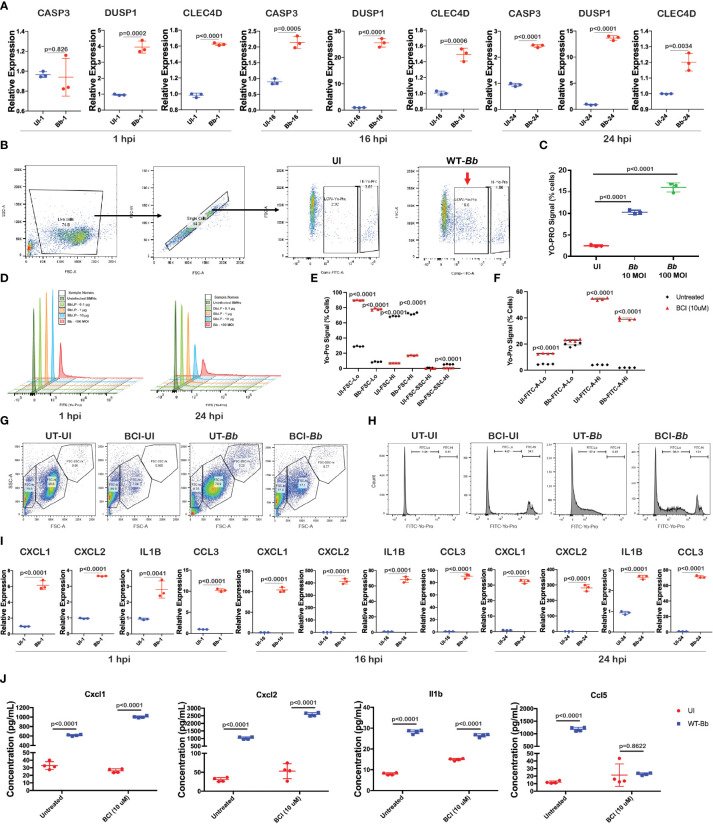
*Bb* induce pro-inflammatory cytokines and apoptosis in BMNs. **(A)** Gene expression analysis of selected genes using qRT-PCR analysis comparing uninfected and *Bb*-infected BMNs at 1,16, and 24 hpi represented as relative folds compared to the uninfected neutrophils at 1 hpi, **(B)** schematic representation of the gating used to determine the FITC (YO-PRO)-positive cells. **(C)** Percentage of cells positive for YO-PRO signals in BMNs infected with *Bb* (10 MOI) and *Bb* (100 MOI) compared to the uninfected control. **(D)** Histogram showing the pattern of YO-PRO signal in uninfected BMNs and BMNs treated with 0.1, 1, and 10 µg of *Bb*Lp and infected with *Bb* at 100 MOI, determined at 1 hpi (left) and 24 hpi (right). **(E)** Graph showing the distribution of FSC-lo, FSC-hi, and FSC-SSC-hi populations in BMNs during *Bb* infection with or without BCI treatment. **(F)** BMNs treated with or without BCI were infected with *Bb* and stained with YO-PRO, and flow cytometry analysis was performed. Graph showing the FITC-lo and FITC-hi population in BCI-treated or untreated BMNs with or without infection. **(G)** Dot plot showing the distribution of FSC-lo, FSC-hi, and FSC-SSC-hi populations in BMNs. **(H)** Histogram showing the FITC-lo and FITC-hi levels in BMNs. **(I)** Gene expression analysis of selected pro-inflammatory cytokines using qRT-PCR comparing uninfected and *Bb*-infected BMNs at 1 hpi, 16 hpi, and 24 hpi represented as relative folds compared to the uninfected neutrophils at 1 hpi. **(J)** Levels of cytokines Cxcl1, Cxcl2, Ccl5, and Il1b were determined by ELISA from the culture supernatant of BMNs infected with *Bb* (100 MOI) with or without BCI inhibitor treatment. BMNs infected with *Bb* at 100 MOI were stained with YO-PRO stain at 1 and 24 hpi, flow cytometry analysis was performed, and the signals were recorded using FITC channel. All qRT-PCR experiments were performed independently twice, and the data displayed are representative of one experiment showing the average values of at least three technical replicates. Data from second experiment are presented in **Supplementary Figure S4**. Error bar represents the standard deviation between the technical replicates. The p-values in each graph represents the significance of differences between the *Bb*-infected and bystander populations.

To identify the involvement of Casp3-dependent apoptosis in neutrophils during *Bb* infection, BMNs were infected with *Bb* at 10 and 100 MOI and the Casp3 activity in BMNs was determined at 1 hpi using green-fluorescent YO-PRO™-1 (YP-1) Iodide staining, and flow cytometry was performed (**Figure 5B**). YO-PRO™-1 (YP-1) is a cell-impermeant dye that specifically binds to Casp3, used to identify Casp3-mediated apoptosis in cells. Compared to the uninfected BMNs, a significantly higher number of BMNs were positive for YP-1 stain in a dose-dependent manner (**Figure 5C**). To further understand the role of *Bb* Lipoproteins (*Bb*Lp) in the activation of Casp3 in BMNs, 1×10^6^ BMNs were infected with 10 µg, 1 µg, and 0.1 µg of purified *Bb*Lp or 100 MOI of *Bb* and Casp3 activity was determined at 1 hpi and 24 hpi. A total of 10 µg/ml *Bb*Lp induced significant activation of Casp3 at 24 hpi compared to lower doses, whereas no change in apoptosis was observed at 1 hpi. However, compared to *Bb*Lp, WT-*Bb* induced higher levels of Casp3 activation in BMNs both at 1 hpi and 24 hpi (**Figure 5D**).

To expand our understanding of the role of DUSP1 in regulating the Casp3 expression during *Bb* infection, BMNs were pretreated with BCI (DUSP1 inhibitor) for 1 h and then infected with WT-*Bb* for 24 h, stained with YP-1 followed by flow cytometry analysis. To compare the difference in granularity of neutrophils during *Bb* infection and determine the role of BCI in modulating the granularity, Forward versus side scatter (FSC-A vs. SSC-A) gating analysis was performed, and BMNs were grouped into three different clusters, FSC-lo, FSC-hi, and FSC-SSC-hi (**Figure 5G**). BCI-treated BMNs showed significantly higher FSC-Lo and lower FSC-hi compared to untreated BMNs irrespective of *Bb* infection (**Figure 5E**). *Bb* infection significantly increased the FSC-SSC-hi population compared to the uninfected BMNs, while BCI treatment reduced the FSC-SSC-hi population in *Bb*-infected BMNs. FSC indicates cell size, while SSC indicates cell granularity. Therefore, it is possible to conclude that *Bb* infection increases the granularity in neutrophils. Cell count analysis showed that *Bb* infection induced significantly higher YP-1-low population in BMNs compared to uninfected BMNs, whereas BCI-treated BMNs exhibit significantly increased YP-1-hi population than the untreated BMNs irrespective of *Bb* infection (**Figures 5F, H**). These observations showed that the inhibition of DUSP1 significantly alters the caspase 3 expression in BMNs with or without *Bb* infection.

### *Bb* infection stimulates pro-inflammatory cytokines in neutrophils

To validate the mRNA abundance of genes encoding pro-inflammatory cytokines (Cxcl1, Cxcl2, Ccl5, and Il1b) during *Bb* infection in neutrophils, qRT-PCR analysis was performed. Cxcl1, Cxcl2, Ccl5, and Il1b were upregulated in a time-dependent manner in *Bb*-infected BMNs compared to the corresponding uninfected BMNs (**Figure 5I** and **Supplementary Figure S4**). Furthermore, to understand the role of DUSP1 in controlling the cytokines expression in BMN during *Bb* infection, BMNs were treated with BCI (DUSP1 inhibitor) for 1 h at 37°C and then infected with WT-B31. Consistent with our mRNA abundance measurements, levels of Cxcl1, Cxcl2, Ccl5, and Il1b in culture supernatants collected at 24 hpi were significantly higher in *Bb*-infected BMNs compared to the uninfected BMNs (**Figure 5J**). Interestingly, Cxcl1 and Cxcl2 levels were significantly higher in BCI-treated *Bb*-infected BMNs compared to untreated *Bb*-infected BMNs. In contrast, Ccl5 level was significantly lower in BCI-treated *Bb*-infected BMNs compared to the untreated *Bb*-infected BMNs. However, the Il1b expression remained unchanged between BCI-treated and untreated BMNs infected with *Bb*. These observations indicated that *Bb* infection induces strong cytokine signaling in neutrophils, where DUSP1 plays a major role in regulating the Cxcl1/2 axis in neutrophils during *Bb* infection. The reduction in Ccl5 expression in BCI-treated *Bb*-infected BMNs indicates that DUSP1 is critical for the Ccl5 expression in BMNs during *Bb* infection.

### Gene expression heterogeneity in splenic macrophages

Monocyte–macrophage differentiation is controlled by colony-stimulating factor (CSF1), and mice lacking this factor or the receptor, CSF1R, are profoundly macrophage deficient (64). CSF1 signaling is also required for the maintenance of the macrophage populations in adult mice (65). Therefore, we used CSF1R as a marker gene to classify the macrophage cluster among all cells that were positive for pan leukocyte marker, PTPRC. 

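The gate held 56 barcodes of infected replicate 1, 35 of bystander replicate 1, 150 of infected replicate 2 and 68 of bystander replicate 2, with median depths of 10083, 8186, 9809.5 and 10949.5 UMIs. Their summed UMIs were 587222, 296718, 1592166 and 786721. The legend of Figure 6 adds Itgam to the gate, and that gate was run as an alternative. In the gate without it, Itgam was detected in 62.8% and Adgre1 in 34.0% of the 309 barcodes, and Cd79a in 33.0%.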

The CSF1R+ macrophage cluster occupied a major portion of cluster 22, comprising of two sub-clusters in t-SNE plot. 

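Of the 309 macrophage barcodes, 192 (62.1%) lay in the macrophage or monocyte-like whole-spleen cluster of 206 barcodes, where they made up 93.2%. Another 43 (13.9%) lay in the plasmacytoid dendritic-like cluster, 19 in the small macrophage or monocyte-like cluster with C1qa and 14 in the neutrophil-like cluster of 55 barcodes. The rest were spread over other clusters.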

Reclustering of PTPRC+CSF1R+ cells revealed five sub-clusters (**Figure 6A**). 

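The 309 barcodes were re-clustered at the resolution that gives 5 sub-clusters, so this number too follows from the setting. By size they held 168, 72, 45, 12 and 12 barcodes at median depths of 10944, 9967.5, 5706, 13589.5 and 3181.5 UMIs, with doublet calls in 8.33%, 25%, 2.22%, 25% and 16.7%. The largest met 5 of 5 resident markers, the second 3 of 3 B-myeloid markers and the third 5 of 5 red-pulp markers. A sub-cluster of 12 barcodes met 3 B-myeloid and 3 red-pulp markers and stayed unnamed. The fifth met 5 of 10 markers of the paper's cluster 3.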

Violin plots of marker genes (ITGAM and CSF1R) revealed no significant changes in all five clusters (**Figure 6B**). 

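Csf1r stood at 375, 227, 856, 382 and 275 CPM in the rebuilt sub-clusters in order of size. Itgam, which was not part of the gate, stood at 209.6, 72.1, 346, 108 and 378 CPM and was detected in 72.6%, 27.8%, 73.3%, 75% and 83.3% of barcodes. In the second sub-cluster, with the B-myeloid markers, the 95% interval of the Itgam share was 17.9–39.6, against 65.2–79.2 in the largest. As for neutrophils, no test was made between sub-clusters.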

Heatmap analysis showed that all five clusters expressed unique DEGs, indicative of transcriptionally discrete populations of cells (**Figure 6C**). The list of DEGs upregulated in each macrophage cluster is tabulated in **Supplementary Table S5A**.

**Figure 6:**
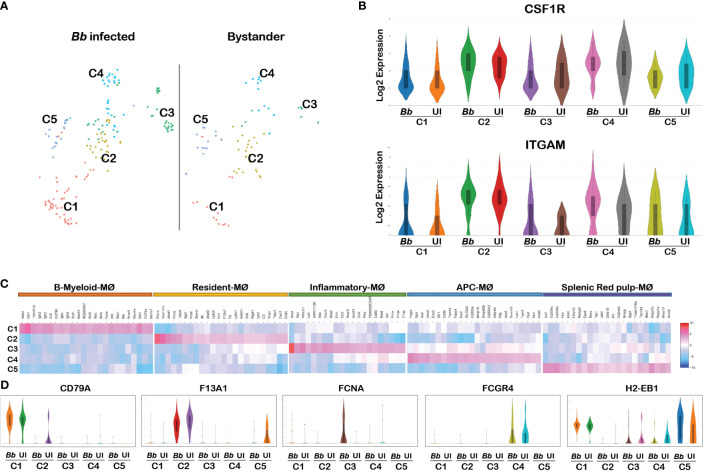
Cell cluster analysis of macrophages. Cells filtered for PTPRC+ ITGAM+ CSF1R+ were annotated as macrophages. **(A)** tSNE plot of macrophages showing five clusters marked as C1, C2, C3, C4, and C5. **(B)** Violin plots showing the log2 expression and cellular distribution of the macrophage-specific marker genes, and the gene names are mentioned at the top of each plot. Uniform expression of CSF1R and ITGAM genes in both infected (*Bb*) and bystander (UI) populations of each cluster. **(C)** Heatmap showing the DEGs among the four clusters of macrophages, and the putative names of each cluster were mentioned over the respective blocks. **(D)** Violin plots showing the log2 expression and cellular distribution of the selected cluster-specific genes between the infected (*Bb*) and bystander (UI) populations in each cluster.

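B-cell genes marked the rebuilt macrophage sub-cluster of 72 barcodes. Cd79a was detected in 91.7% (95% interval 82.7–96.9), Ighm in 91.7% and Igkc in 91.7% of its barcodes. The largest sub-cluster had shares of 10.7% (95% interval 6.47–16.4), 36.3% and 41.7%. The unnamed sub-cluster of 12 barcodes also had Cd79a in 91.7% and Ighm in 100%.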

Among the above six clusters, cluster 1 expressed both myeloid and B-cell-related genes, which are designated as B-myeloid macrophages (Cd79a, Ighm, and Igkc) (66). Cluster 2 expressed genes that are specific for resident macrophages (F13a1, Ly6c1, Ly6c2, Lyz2, and Fn1) (67). 

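In the largest rebuilt sub-cluster (168 barcodes), F13a1 was detected in 59.5%, Ly6c1 in 61.3%, Ly6c2 in 72.6%, Lyz2 in 94.0% and Fn1 in 65.5% of barcodes. F13a1 was found in 23.6% of the second sub-cluster and in no barcode of the others. Lyz2 was shared, at 31.9%, 93.3%, 100% and 58.3% in the other sub-clusters.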

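After re-clustering of the macrophage barcodes, the sub-cluster with most cluster 3 markers held cytokine genes without a complement UMI. C1qa, C1qb, C1qc and Fcna were detected in 23.6%, 23.6%, 26.4% and 25% of the 72 barcodes with B-myeloid markers, and in 0% of the 12 barcodes of the sub-cluster with most cluster 3 markers. In the latter Ccl3 was detected in 100%, Tnf in 75%, Cxcl2 in 91.7%, Csf1 in 66.7%, Acod1 in 75% and Cxcl1 in 8.33%. Ccl3 was detected in 32.7%, 19.4%, 24.4% and 41.7% of barcodes of the other sub-clusters in order of size, and Acod1 in 5.36%, 5.56%, 0% and 16.7%. Among the whole-spleen clusters, C1qa and C1qb led a cluster of 60 barcodes. The rebuilt sub-cluster held 1 barcode of infected replicate 1 and 11 of infected replicate 2, and Retnlg, S100a9 and S100a8 led its genes.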

Cluster-specific gene expression analysis indicated that genes encoding complement component (C1qa, C1qb, C1qc, and Fcna), macrophage-inflammatory proteins (Ccl3 and tnf), neutrophil attractants (Cxcl1 and Cxcl2), and macrophage activation protein encoding genes (CSF1 and Acod1) were upregulated in cluster 3 (**Figure 6C**). The activation of complement and Ccl3 are key events in M1 polarization of macrophages; hence, we designated cluster 3 as inflammatory macrophages (68, 69). Cluster 5 expressed genes that are specific for splenic red-pulp macrophages (Adgre4, Treml4, Fcgr4, Fabp4, and Pecam1) (70). 

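The third rebuilt macrophage sub-cluster (45 barcodes) had Adgre4 in 80% (95% interval 65.4–90.4), Treml4 in 75.6%, Fcgr4 in 57.8%, Fabp4 in 73.3% and Pecam1 in 48.9% of barcodes. The corresponding shares of the largest sub-cluster were 29.8%, 13.7%, 4.17%, 4.76% and 13.1%. The unnamed sub-cluster of 12 barcodes had similar shares, with Adgre4 in 75% and Fabp4 in 83.3%.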

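No rebuilt macrophage sub-cluster was best described by H2-Aa, H2-Ab1, H2-Eb1, Cd74 and Ctss. H2-Aa was detected in 51.8%, 94.4%, 28.9%, 100% and 41.7% of barcodes of the sub-clusters in order of size, and Cd74 in 88.1%, 98.6%, 75.6%, 100% and 58.3%. The highest shares were thus in the sub-clusters of 72 and 12 barcodes that also held Cd79a. Ctss was detected in 97.0%, 86.1%, 93.3%, 100% and 16.7%, with the lowest share in the sub-cluster led by neutrophil genes.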

Cluster 4 expressed genes that are specific for macrophages that are involved in antigen presentation via class II MHC (H2-Aa, H2-Ab1, H2-Eb1, Cd74, and Ctss) (71). Cluster-specific expression of the selected genes are displayed in **Figure 6D**. These cluster-specific genes provide insights into the effects of *Bb* infection on splenocytes during early stages of infection.

### Differential gene expression profiles between infected and bystander macrophages

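Because the rebuilt sub-cluster with most cluster 3 markers held no bystander barcode, no infected against bystander test was possible within it. This held for each of the 5 embeddings tried, of which 4 were added after the first had been inspected, and the sub-cluster held 1 barcode of infected replicate 1 and between 11 and 13 of infected replicate 2 (9 with doublets removed). Over all macrophage barcodes, 6482 genes were tested and 3 were called (S100a9 and S100a8 higher and Itga1 lower in infected) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 3 genes, all higher in infected, of which 2 were among these, and it did not call Itga1 (adjusted p = 0.111). Itga1 lost its call in 7 of 14 alternative settings. With a replicate block 75 genes were called, 50 higher and 25 lower. Each library moved this count, which was 36 without infected replicate 1, 53 without bystander replicate 1, 17 without infected replicate 2 and 93 without bystander replicate 2.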

Several significant DEGs were differentially expressed between infected and bystander macrophage in cluster 3 (**Supplementary Table S5B**). 

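Complement genes were compared over all Ptprc+ Csf1r+ barcodes. C1qa, C1qb and C1qc lie side by side on chromosome 4 of GRCm38 between 136880129 and 136898803, and Fcna lies on chromosome 2 from 25624666 to 25628030. In infected and bystander replicate 1 and infected and bystander replicate 2, C1qa had 18, 0, 83 and 31 UMIs, C1qb 9, 0, 62 and 25, C1qc 10, 0, 59 and 36 and Fcna 12, 0, 30 and 13. C1qa thus stood at 30.7, 0, 52.1 and 39.4 CPM, and a count of 0 in bystander replicate 1 allows up to 10.1 CPM. The log2 fold change was 0.82 (standard error 0.606, adjusted p = 1.00) for C1qa, 0.57 (standard error 0.663, adjusted p = 1.00) for C1qb, 0.06 (standard error 0.658, adjusted p = 1.00) for C1qc and 0.85 (standard error 0.663, adjusted p = 1.00) for Fcna, each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. C1qa, C1qb and Fcna were higher in the infected library of both replicates, and C1qc in replicate 1 only. In replicate 2 the infected and bystander intervals overlapped for each gene, as for C1qa with 41.5–64.6 and 26.8–55.9 CPM. The fitted differences were carried by bystander replicate 1. Without it they fell to 0.17 for C1qa and 0.26 for Fcna, and C1qb and C1qc changed sign (−0.06 and −0.61), as they did without infected replicate 2 (−0.37 and −0.71). Without the mitochondrial filter the differences were larger, at 1.33, 1.045, 0.92 and 1.54 for C1qa, C1qb, C1qc and Fcna. With whole-spleen clusters in place of gates they were 1.23, 1.16, 0.83 and 1.52 in the same order. With doublets removed they were smaller, at 0.10, 0.18, −0.62 and 0.46. Without bystander replicate 2, which leaves no complement UMI in the bystander group, edgeR's adjusted p was 3.50e-04 for C1qa, 0.0103 for C1qb and 0.0114 for C1qc, while in every other setting run none of the 4 genes was called. The UMIs came from few barcodes, 4 of 56 for C1qa in infected replicate 1, 15 of 150 in infected replicate 2 and 3 of 68 in bystander replicate 2. In B-cell barcodes the 4 genes together stood at 6.47, 0, 5.41 and 0.850 CPM, against 83.4, 0, 147 and 133 in macrophage barcodes.

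**Figure D2:**
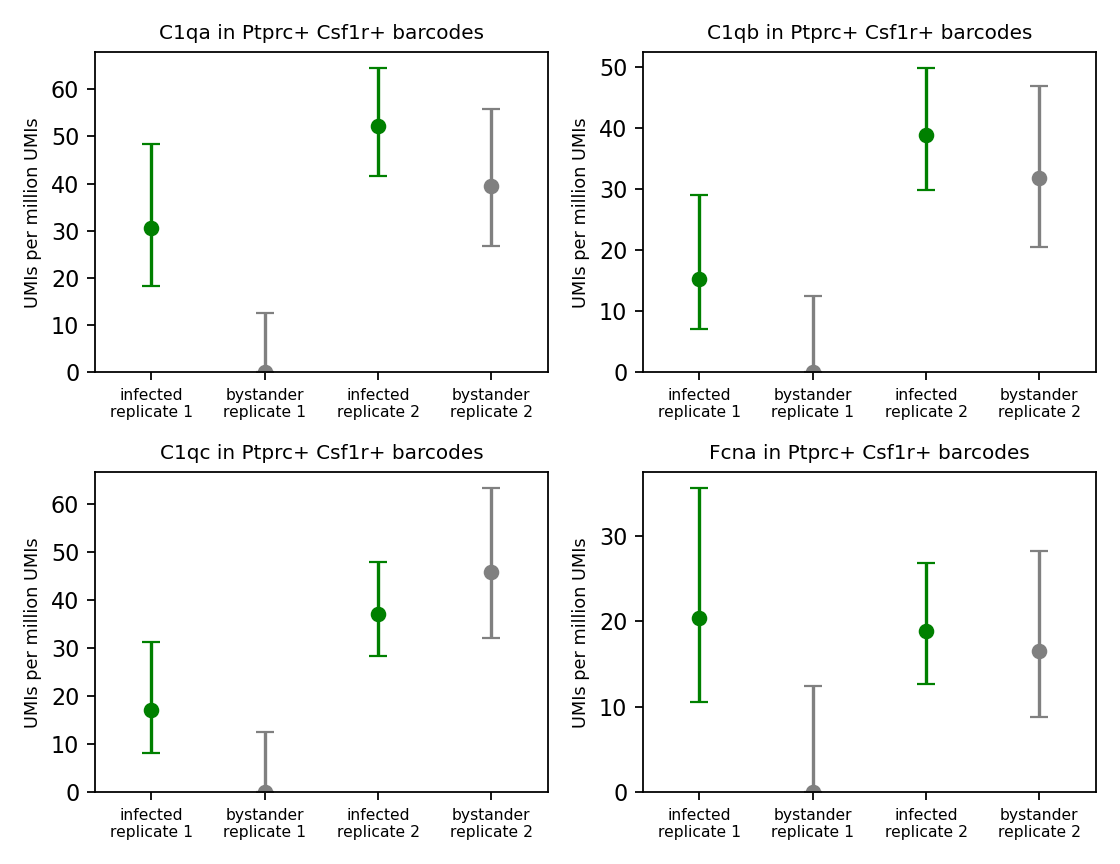
CPM of C1qa, C1qb, C1qc and Fcna in Ptprc+ Csf1r+ barcodes of each infected and bystander library, with exact 95% Poisson intervals as bars. Bystander replicate 1 has no UMI of any of the 4 genes, while for C1qa the libraries of replicate 2 stand at 52.1 (infected) and 39.4 (bystander).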

Among the top 50 upregulated genes in the total macrophage population in the infected sample, genes encoding complement-related proteins such as Fcna, C1qa, C1qb, and C1qc were significantly upregulated compared to the bystander population (**Figure 7A**). 

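S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) had 207, 1, 2847 and 4 UMIs in macrophage barcodes of infected and bystander replicate 1 and infected and bystander replicate 2, a log2 fold change of 7.91 (standard error 0.821, adjusted p = 1.80e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100a8, on the same chromosome from 90668978 to 90670035, had 208, 6, 2066 and 10 UMIs (log2 fold change 5.85, standard error 0.617, adjusted p = 1.80e-04 from edgeR's test). Both were higher in the infected library of both replicates. In infected replicate 1, 205 of the 208 S100a8 UMIs lay in 1 barcode. In the 2 infected libraries together 98.8% of S100a8 UMIs lay in 14 of 206 barcodes, all in the neutrophil-like whole-spleen cluster of 55 barcodes. With macrophages taken from the macrophage or monocyte-like clusters instead of the gate, the log2 fold change of S100a8 was −1.76. Il1b had 742, 296, 4245 and 1200 UMIs (log2 fold change 0.72, standard error 0.387, adjusted p = 1.00 from edgeR's test) and was higher in infected in both replicates. For Il1b the log2 fold change was 0.02 without infected replicate 2 and 1.20 without infected replicate 1. Ccl5 had 8, 1, 61 and 261 UMIs (log2 fold change −2.63, standard error 0.790, adjusted p = 0.652 from edgeR's test), higher in infected in replicate 1 and lower in replicate 2. Its value was decided by bystander replicate 2, where 8 barcodes held the 261 UMIs and 1 of them held 125. Without that library the log2 fold change was 3.21. With a replicate block Ccl5 was called as lower in infected (−2.59, adjusted p = 3.31e-12 from edgeR's test), as it was without infected replicate 1 (−2.16, 0.00776), without bystander replicate 1 (−3.46, 6.76e-25) and without infected replicate 2 (−3.73, 7.12e-06). Over 11 alternative settings its adjusted p ranged from 6.76e-25 to 1.00.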

Other significant upregulated genes include S100a8, S100a9, Il1b, and ccl5. Moreover, the genes that are enriched in cluster 3 of neutrophils were also enriched in the macrophage cluster, indicating that these inflammatory macrophages likely be involved in the phagocytosis of cluster 3 neutrophils that are undergoing apoptosis. In addition, clusters 1 and 2 had genes encoding Cxcl2 and Cxcl1, respectively, upregulated in *Bb*-infected cells (**Figure 7B**).

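The 12 barcodes of the rebuilt macrophage sub-cluster with most cluster 3 markers had genes of the neutrophil cluster 3. Retnlg was detected in 58.3% (95% interval 27.7–84.8) of them, against 0%, 1.39%, 0% and 0% in the other macrophage sub-clusters, and Cxcl2 in 91.7%. Il1b had 111 UMIs in the barcode of infected replicate 1 and 857 in the 11 of infected replicate 2, and Ccl3 had 13 and 495. Their median depth was 3181.5 UMIs, the lowest of the macrophage sub-clusters. From the genes that both clusters share, the paper proposes that the inflammatory macrophages take up cluster 3 neutrophils that undergo apoptosis. No library measures uptake, and a barcode with Csf1r and neutrophil transcripts does not show by itself whether it holds 1 cell or 2.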

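Cxcl2 had 644, 308, 7551 and 2132 UMIs over all macrophage barcodes of infected and bystander replicate 1 and infected and bystander replicate 2, a log2 fold change of 0.72 (standard error 0.551, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl1 had 18, 15, 428 and 69 UMIs (log2 fold change 1.21, standard error 0.607, adjusted p = 1.00 from edgeR's test), with a lower CPM value in the infected library of replicate 1. In the rebuilt sub-cluster with B-myeloid markers, Cxcl2 had 197, 103, 698 and 347 of 175308, 45911, 430946 and 180421 UMIs. Relative to these sums it was lower in the infected library of both replicates. In the rebuilt sub-cluster with resident markers, Cxcl1 had 12, 13, 337 and 66 UMIs and Cxcl2 334, 197, 5295 and 1691. The sums there were 268093, 209327, 921259 and 543267 UMIs. Relative to them Cxcl2 was higher in the infected library of both replicates, and Cxcl1 was lower in replicate 1 and higher in replicate 2. Both genes were decided by infected replicate 2, without which the log2 fold change was −0.77 for Cxcl2 and −1.21 for Cxcl1. Without bystander replicate 2 they were called (1.69 and 1.86, adjusted p = 0.00469 and 0.00151 from edgeR's test), and Cxcl1 also without infected replicate 1 (2.01, 0.00352) and with a replicate block (1.13, 0.0122). Over 14 alternative settings the adjusted p ranged from 0.00469 to 1.00 for Cxcl2 and from 0.00151 to 1.00 for Cxcl1.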

**Figure 7:**
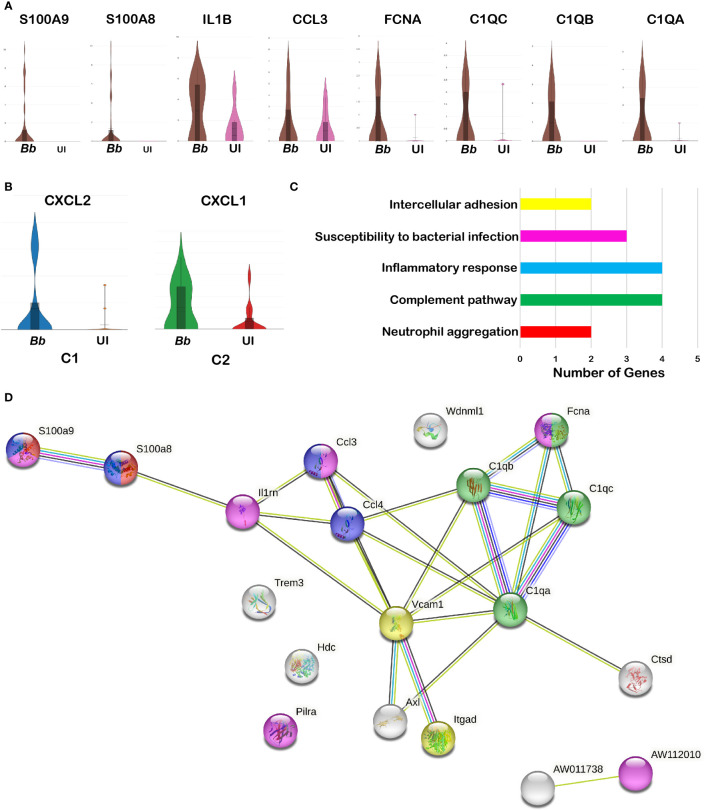
Comparison of the infected and bystander macrophages clusters. Violin plots showing the log2 expression and cellular distribution of the selected DEGs compared between the infected (*Bb*) and bystander (UI) in **(A)** cluster 3 macrophages. **(B)** Cxcl2 in cluster 1 and Cxcl1 in cluster 2. STRING-protein network of upregulated genes identified from the *Bb* infected cluster 3 macrophages, showing the **(C)** functional pathways enriched where each bar indicates the number of identified genes involved in each pathway and **(D)** protein–protein interaction map, where colors in the spheres corresponds to the bar **(C)** representing the functional pathway.

Protein network analysis of the DEGs identified from *Bb*-infected cluster 3 macrophages identified with inflammatory gene markers indicated that the upregulated genes were tightly connected (**Figure 7D**). Moreover, several of these genes were involved in biological processes such as Fc-receptor-mediated stimulatory signaling pathway, regulation of T-cell proliferation, neutrophil chemotaxis/aggregation, myeloid leukocyte activation, inflammatory response, and apoptosis based on protein network analysis (**Figure 7C**).

### Activation of complement genes and cytokines in bone marrow macrophages

scRNA-Seq analysis revealed that genes encoding inflammatory chemokines and complement factors were specifically upregulated in the *Bb*-infected macrophages. 

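Of the 12 genes that the paper names for infected against bystander macrophages, 11 passed the filter on low counts. Over all genes tested 2 of them were called (S100a8 and S100a9), and 3 were called when adjusted over the list alone, with Ccl5 the third and lower in infected, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As for neutrophils, the list was chosen by the study on these samples, so the count over the list alone is not independent evidence. The fitted difference was higher in infected for 10 of the 11, and 8 were higher in the infected library of both replicates. Ccl3 had 49, 19, 902 and 133 UMIs in infected and bystander replicate 1 and infected and bystander replicate 2 (log2 fold change 1.51, standard error 0.605, adjusted p = 1.00 from edgeR's test). It was called with a replicate block (1.44, adjusted p = 1.80e-05 from edgeR's test), without infected replicate 1 (2.32, 3.24e-04) and without bystander replicate 2 (2.58, 4.89e-07), and changed sign without infected replicate 2 (−0.54), with adjusted p values from 4.89e-07 to 1.00 over 14 alternative settings.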

To validate the mRNA abundance of select genes, in macrophages during *Bb* infection, qRT-PCR analysis was performed with BMDMs infected with 100 MOI of WT-*Bb*, and RNA was isolated at 1 hpi and 24 hpi. Uninfected BMDM at the corresponding timepoints were maintained as controls. Using the respective cDNA templates, the mRNA abundance of C1qa, C1qb, C1qc, Fcna, Cxcl1, Cxcl2, Ccl3, and Il1b were determined by qRT-PCR using the gene-specific primers, while ß-actin gene was used as normalization control. While C1qa and C1qb were significantly upregulated in *Bb*-infected BMDMs, compared to the uninfected BMDM at 1 hpi and 24 hpi, there was no upregulation of C1qc (**Figure 8A** and **Supplementary Figure S5**). Moreover, lectin complement pathway activation gene, Fcna, is significantly upregulated at 24 hpi than at 1 hpi, suggesting the potential for the activation of lectin pathway. Cytokine genes, Il1b, Cxcl1, Cxcl2, and Ccl3, were significantly upregulated at 1 hpi and 24 hpi in *Bb*-infected BMDMs, although the levels of these four cytokine genes were higher at 1 hpi than at 24 hpi.

**Figure 8:**
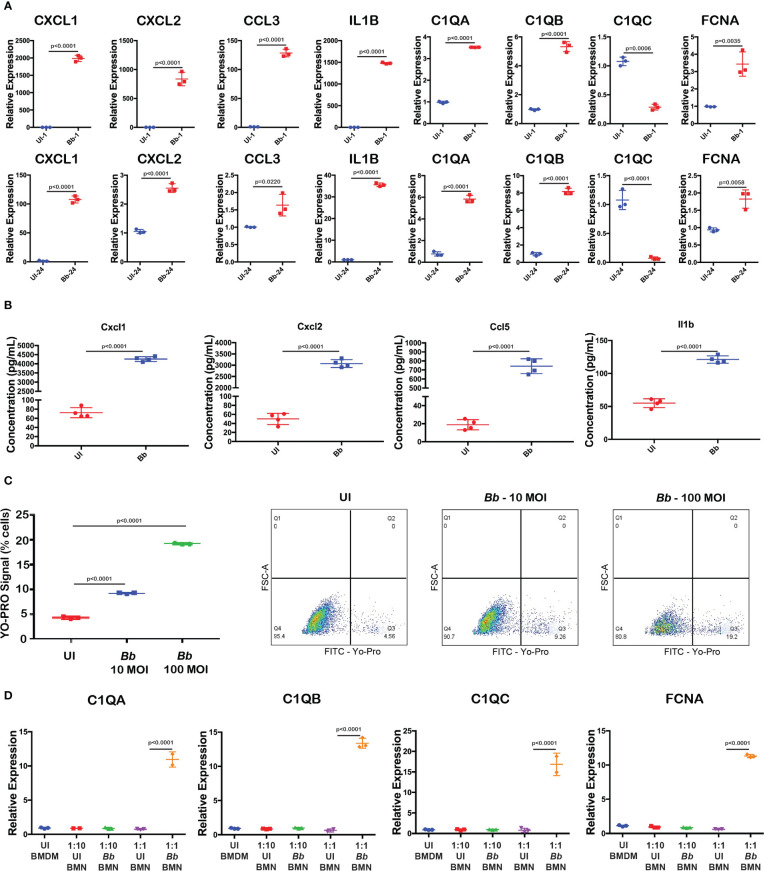
Validation of *Bb*-induced gene modulation in BMNs. **(A)** Gene expression analysis of selected complement and cytokine encoding genes using qRT-PCR analysis comparing uninfected and *Bb*-infected BMDMs at 1 and 24 hpi. **(B)** Levels of cytokines Cxcl1, Cxcl2, Ccl5, and Il1b were determined by ELISA from the culture supernatant of BMDM with or without *Bb* infection. **(C)** Percentage of cells positive for YO-PRO signals in BMNs infected with *Bb* (10 MOI) and *Bb* (100 MOI) compared to the uninfected control. In Dot-Plots, Q3 represents YO-PRO^hi^ cells, and Q4 represents YO-PRO^−^ cells, and the values in each quadrant represent the percentage of cells. **(D)** Gene expression analysis of complement genes in BMDMs co-cultured with *Bb*-infected BMNs at two different ratios of BMN:BMDM—1:10 and 1:1. All qRT-PCR experiments were performed independently twice, and the data displayed are representative of one experiment showing the average values of at least three technical replicates. Data from second experiment are presented in **Supplementary Figures 5**, **6**. Error bar represents the standard deviation between the technical replicates. The p-values in each graph represents the significance of differences between the *Bb*-infected and bystander populations.

To confirm the upregulation of cytokines, Cxcl1, Cxcl2, Ccl5, and Il1b, we performed ELISA and quantified the cytokines levels in the culture supernatant of BMDM infected with *Bb* (100 MOI) for 24 h. Results indicated that the levels of all four cytokines were significantly higher in the *Bb*-infected BMDMs compared to the uninfected BMDMs at 24 hpi (**Figure 8B**).

The protein network analysis indicated that apoptosis-related genes are upregulated in macrophages during *Bb* infection. To further define the role of caspase3-dependent apoptosis in macrophages during *Bb* infection, BMDM was infected with WT-*Bb* (10 and 100 MOI) for 24 h, stained with YP-1, and flow cytometric analysis was performed. As shown in **Figure 8C**, YO-PRO+ cells are significantly higher in *Bb*-infected BMDMs compared to the uninfected BMDMs, indicating levels of apoptotic activity. Compared to 10 MOI infected BMDMs, 100 MOI infected BMDMs exhibited higher YP-1 cells, indicating that *Bb* induces apoptosis in a dose-dependent manner.

### *Bb*-infected neutrophils upregulate complement genes in macrophages

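In the 12 barcodes of the rebuilt macrophage sub-cluster with most cluster 3 markers, S100a8 had 205 UMIs in infected replicate 1 and 1919 in infected replicate 2, and S100a9 had 201 and 2680. Itgam had 7 and 15 UMIs and Csf1r 2 and 14, so that Csf1r stood at 275 CPM over the sub-cluster. Ly6g had 0 and 3 UMIs and was detected in 8.33% (95% interval 0.211–38.5) of these barcodes. Over all macrophage barcodes Ly6g had 1, 0, 3 and 1 UMIs in infected and bystander replicate 1 and infected and bystander replicate 2, too few to pass the filter on low counts.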

We observed that cluster 3 macrophages expressed both neutrophil-specific genes such as s100a8/s100a9 and Ly6G along with macrophages gene markers including ITGAM and CSF1R in *Bb*-infected splenocytes (**Figure 7A**). Protein–protein interaction analysis showed the activation of neutrophil aggregation pathway in *Bb*-infected cluster 3 (**Figure 7C**). 

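No UMI of C1qa, C1qb, C1qc or Fcna was found in the rebuilt macrophage sub-cluster with most cluster 3 markers, which held 10959 UMIs in infected replicate 1 and 47201 in infected replicate 2 and no bystander barcode. For C1qa this count of 0 allows up to 274 CPM in infected replicate 1 and up to 63.6 in infected replicate 2. Retnlg, S100a9 and S100a8 led this sub-cluster, and whether it corresponds to the paper's cluster 3 was not tested. In the rebuilt sub-cluster with B-myeloid markers the 4 genes together stood at 188 and 0 CPM in infected and bystander replicate 1. In replicate 2 they stood at 531 and 405 CPM. Bystander replicate 1 had 5 barcodes there. Complement UMIs of macrophage barcodes lay mostly in a small macrophage or monocyte-like cluster of the whole spleen, where the gate held 19 barcodes. There the 4 genes together had 41, 0, 219 and 73 of the 49, 0, 234 and 105 UMIs in infected and bystander replicate 1 and infected and bystander replicate 2. Bystander replicate 1 had no barcode of the gate in that cluster.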

In *Bb*-infected cluster 3, complement genes C1qa, C1qb, C1qc, and Fcna were upregulated compared to bystander cluster 3 macrophages, indicating the possibility of phagocytic macrophages clearing apoptotic neutrophils by complement-dependent efferocytosis process (72). To understand the role of *Bb*-infected neutrophils on the complement activation in macrophages, BMNs were infected with *Bb* at 100 MOI, and at 16 hpi, the infected BMNs were washed with PBS to remove the extracellular spirochetes and co-cultured with BMDM for 2 h, while BMDM co-cultured with uninfected BMNs were maintained as control. qRT-PCR analysis of *Bb*-infected or the uninfected BMNs co-cultured with BMDMs for 2 h showed that C1qa, C1qb, C1qc, and Fcna were significantly upregulated in BMDM that are exposed to higher *Bb*-infected BMNs (1:1—BMN:BMDM) compared to the BMDM exposed to lesser-infected BMNs (1:10—BMN:BMDM) or uninfected BMNs (**Figure 8D** and **Supplementary Figure S6**). The upregulation of C1qc in BMDM exposed to *Bb*-infected BMNs indicates that C1qc likely responds differentially following direct *Bb* infection and/or exposure to *Bb*-infected neutrophils (73).

### Heterogeneity in splenic B cells

B-Lymphocyte antigen CD19 is an IgSF surface glycoprotein of 95 kDa that is expressed from the earliest stages of B-cell development (74). Because of the ubiquitous expression of CD19 on the surface of majority of B cells, CD19 was used as the molecular marker to identify B cells among the splenocytes. 

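Barcodes of the B-cell gate numbered 1369 in infected replicate 1, 1646 in bystander replicate 1, 2843 in infected replicate 2 and 1944 in bystander replicate 2, at median depths of 6014, 3807.5, 6382 and 5990 UMIs. These were 39.8%, 29.9%, 39.4% and 33.7% of the Ptprc+ barcodes, and the largest of the populations counted in each library.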

CD19+ cells contribute the major cell population of total splenocytes (**Supplementary Figure S2B**). The tSNE plot revealed 10 clusters of splenic B cells following reclustering of cells with PTPRC+CD19+ bar codes (**Figure 9A**). 

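Re-clustering of the 7802 barcodes of the B-cell gate at the resolution that gives 10 sub-clusters placed 2574, 1733, 1095, 884, 765, 451, 96, 79, 69 and 56 barcodes in them. Median depths were 4696, 7912, 8764, 3555.5, 4701, 9596, 7524.5, 17027, 2211 and 11251 UMIs in the same order. Of the fourth, 757 of 884 barcodes came from bystander replicate 1. The sixth, the seventh and the tenth held 73.0%, 64.6% and 60.7% barcodes called doublets and were left unnamed.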

Clusters C5, C6, C8, C9, and C10 showed significant DEGs among the 10 B-cell clusters (**Figure 9B**). The list of DEGs upregulated in each B-cell cluster is tabulated in **Supplementary Table S6**.

**Figure 9:**
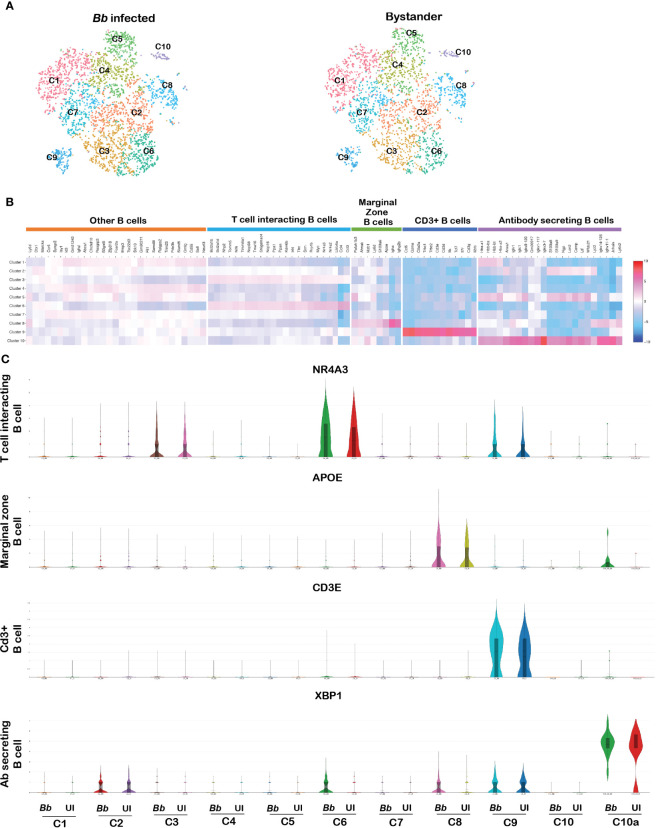
Cell cluster analysis of B cells. Cells filtered for PTPRC+ CD19+ were annotated as B cells. **(A)** tSNE plot of B cells showing 10 clusters marked as C1–C10. **(B)** Heatmap showing the DEGs among the 10 clusters of B cells, and the putative names of each cluster were mentioned over the respective blocks. **(C)** Violin plots showing the log2 expression and cellular distribution of the selected cluster-specific genes.

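Vpreb3 was detected in 71.1% (95% interval 67.8–74.3) and Siglecg in 56.3% (95% interval 52.7–59.9) of the 765 barcodes of the fifth rebuilt B-cell sub-cluster. Vpreb3 was detected in 50%, 26.1%, 27.6% and 38.9% and Siglecg in 31.8%, 23.1%, 43.7% and 34.5% of the 4 larger ones, so neither gene was restricted to it. The fifth sub-cluster also met 3 of the 7 antibody-related genes of the paper.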

Cluster 5 expressed genes such as VPREB3 and SIGLECG, which are generally expressed in the precursor B cells (75). Among cluster 6 cells, there was enrichment of NR4A3, NR4A2, LILRB4A, ATF3, RRP1B, CCL3, CCL4, and MYC transcripts. Both NR4A1 and NR4A3 are implicated in restraining B-cell access to T cell help by repressing expression of the T-cell chemokines CCL3 and CCL4. Therefore, this cluster was annotated as T-cell interacting B cells (76). 

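The second rebuilt B-cell sub-cluster (1733 barcodes) met 6 of these 8 genes. Nr4a3 was detected in 53.5% (95% interval 51.1–55.9), Nr4a2 in 36.8%, Lilrb4a in 36.8%, Atf3 in 25.3%, Rrp1b in 47.7% and Myc in 60.1% of its barcodes. Ccl3 and Ccl4 were detected in 12.8% and 14.4%. Against these, the largest sub-cluster had Nr4a3 in 3.19%, Myc in 5.09% and Ccl4 in 0.660%. The sub-cluster held 239 barcodes of infected replicate 1, 268 of bystander replicate 1, 763 of infected replicate 2 and 463 of bystander replicate 2.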

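Mzb1 was widespread among the rebuilt B-cell sub-clusters, from 2.90% to 84.2% of barcodes, and was highest in the third (1095 barcodes). In the third, Apoe was detected in 23.6%, S100a6 in 12.3%, Ahnak in 31.7% and Pafah1b3 in 21.5%. In the eighth (79 barcodes), Apoe was detected in 22.8%, S100a6 in 59.5%, Ahnak in 60.8% and Pafah1b3 in 48.1%, at a median depth more than that of any other sub-cluster. No rebuilt sub-cluster was best described by these 5 genes.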

Cluster 8 expressed genes such as MZB1 encoding marginal zone B and B1 cell-specific protein along with other genes such as APOE, S100A6, AHNAK, and PAFAH1B3, which are involved in the activation of T lymphocytes by antigen presentation, termed as marginal zone B cells. Cluster 9 expressed genes such as CD3E, CD3D, CD3G, IL7R, TRBC2, TRAC, and TCF7 that are related to T-cell proliferation and T-cell receptors, termed as CD3+ B cells (77). 

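In the sixth rebuilt B-cell sub-cluster (451 barcodes), Cd3e was detected in 86.7% (95% interval 83.2–89.7), Cd3d in 84.3%, Cd3g in 85.6%, Il7r in 80.0%, Trbc2 in 94.5%, Trac in 71.8% and Tcf7 in 69.8% of barcodes, together with Cd79a in 81.4%. Cd3e was detected in 0.350% of the largest sub-cluster. Its median depth of 9596 UMIs compares with 4696 in the largest sub-cluster, and 73.0% of its barcodes were called doublets.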

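Antibody-related genes marked the eighth rebuilt B-cell sub-cluster (79 barcodes), which met 6 of 7 genes of the list. Igkc was detected in 96.2%, Ighm in 96.2%, Iglc1 in 57.0%, Iglv1 in 22.8%, Jchain in 30.4% (95% interval 20.5–41.8), Fam214a in 45.6% and Xbp1 in 75.9% (95% interval 65.0–84.9). In the largest sub-cluster Jchain was detected in 1.79% and Xbp1 in 13.9%. The sub-cluster held 16, 6, 40 and 17 barcodes of infected and bystander replicate 1 and infected and bystander replicate 2, and 38.0% of them were called doublets.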

Finally, in cluster 10, there were two subsets of cells—in one subcluster, there was increased expression of antibody-related genes such as IGKC, IGHM, IGLC1, IGLV1, JCHAIN, FAM214A, and XBP1, reflecting antibody-secreting cells (ASCs) (78). 

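S100a8 and S100a9 were detected in 25.3% (95% interval 16.2–36.4) and 26.6% (95% interval 17.3–37.7) of the barcodes of this eighth rebuilt B-cell sub-cluster and led its genes by fold, followed by Jchain. In the largest sub-cluster, S100a8 was detected in 4.51% and S100a9 in 6.99%.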

The other subcluster within cluster 10 expressed neutrophil-specific genes, designated as 10a; there were increased levels of XBP gene transcripts (**Figure 9C**). Several genes were expressed at similar levels in clusters C1, C2, C4, and C5 limiting further resolution of these clusters. DEG analysis between infected and bystander populations revealed no significant difference in any of the CD19 clusters presumably due to the short time of interaction between B cells and spirochetes.

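In B-cell barcodes 11530 genes were tested and 4 were called, all higher in infected, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Wfdc21 had 465, 68, 724 and 70 UMIs in infected and bystander replicate 1 and infected and bystander replicate 2 (log2 fold change 2.69, standard error 0.264, adjusted p = 0.0334 from edgeR's test), Retnlg 68, 2, 315 and 3 (log2 fold change 5.60, standard error 0.604, adjusted p = 0.0370 from edgeR's test), Anxa1 244, 55, 437 and 58 (log2 fold change 2.15, standard error 0.259, adjusted p = 0.0492 from edgeR's test) and Ly6g 78, 5, 136 and 2 (log2 fold change 4.45, standard error 0.541, adjusted p = 0.0492 from edgeR's test). Each was higher in the infected library of both replicates. All 4 genes are among the 10 with the highest fold in the neutrophil-like cluster of 131 barcodes, and none of the 4 was called once barcodes called doublets were removed, where 7 other genes were. The count was 13 with DESeq2, 104 with a replicate block and 0 without TMM normalization, where 145 genes had an unadjusted p under 0.05. It was 37 without infected replicate 1, 23 without bystander replicate 1, 40 without infected replicate 2 and 55 without bystander replicate 2. The test covered all B-cell barcodes and not the paper's clusters.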

### Heterogeneity in splenic T cells

CD3 complex is the T-cell co-receptor that is involved in activating both the cytotoxic T cell and T-helper cells and therefore serves as an ideal marker to distinguish T cells from other populations (79). In the original tSNE plot, clusters 3, 9, 10, 11, and 16 expressed CD3e gene as shown in **Figures 1A–C**. 

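Barcodes with a Ptprc and a Cd3e UMI numbered 856 in infected replicate 1, 1385 in bystander replicate 1, 1670 in infected replicate 2 and 1561 in bystander replicate 2, at median depths of 6024, 3998, 5669.5 and 5712 UMIs. Re-clustered at the resolution that gives 7 sub-clusters, they fell into groups of 3308, 813, 675, 562, 90, 15 and 9 barcodes. Median depths of these groups were 5130, 5664, 9806, 4061.5, 4154.5, 10519 and 1139 UMIs. Doublets were called in 73.2% of the group of 675 and in 93.3% of the group of 15 barcodes.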

To differentiate cells within the T-cell clusters, we filtered PTPRC+CD3E+ cells from the total splenocytes and further tSNE plots/analysis revealed seven clusters (**Figure 10A**). Significant DEGs were observed between the seven clusters (**Figure 10B**). The list of DEGs upregulated in each T-cell cluster is tabulated in **Supplementary Table S7**.

**Figure 10:**
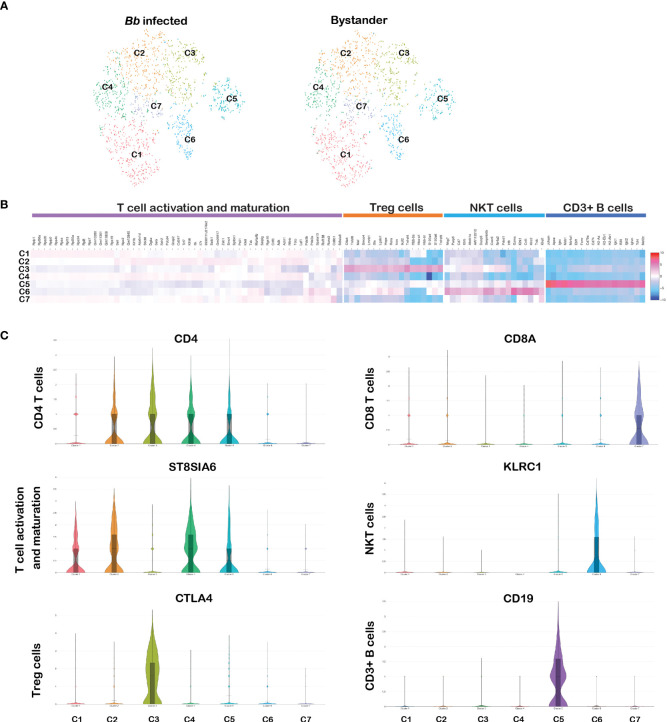
Cell cluster analysis of T cells. Cells filtered for PTPRC+ CD3e+ were annotated as T cells. **(A)** tSNE plot of B cells showing seven clusters marked as C1–C7. **(B)** Heatmap showing the DEGs among the seven clusters of T cells, and the putative names of each cluster were mentioned over the respective blocks. **(C)** Violin plots showing the log2 expression and cellular distribution of CD4 and CD8a genes and other selected cluster-specific genes.

Among them, clusters 1–5 expressed CD4 gene representing the CD4 subset of T-helper cells. 

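Cd4 was detected in 29.4%, 33.3%, 31.7% and 38.8% of barcodes of the 4 largest rebuilt T-cell sub-clusters, in 2.22% of the fifth and in 26.7% and 22.2% of the sixth and the seventh. Cd4 was thus found in less than 50% of barcodes of every sub-cluster, and a missing Cd4 UMI does not show that a cell lacks the transcript.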

As shown in **Figure 10C**, cluster 3 expressed CD4^+^ regulatory T (Treg) cell-specific genes encoding cytotoxic molecules such as TNFRSF4, TNFRSF9, CTLA4, S100A4, and IKZF2, and select genes expressed in Treg cells such as FOXP3, IL17A, and IL17F (80). 

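The fourth rebuilt T-cell sub-cluster (562 barcodes) met 6 of 8 Treg genes. Foxp3 was detected in 50.5% (95% interval 46.3–54.7), Ctla4 in 86.8%, Tnfrsf4 in 69.4%, Tnfrsf9 in 38.6%, Ikzf2 in 79.7% and S100a4 in 27.9% of its barcodes. In the largest sub-cluster Foxp3 was detected in 0.302% and Ctla4 in 5.96%. Il17a and Il17f had no UMI in the fourth sub-cluster.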

Cluster 1, 2, and 4 expressed similar transcriptional patterns including significantly higher expression of ST8SIA6, TDRP, and LEF1, which is similar to the expression patterns in mature T cells (81). However, no significant DEGs were observed between these three clusters. 

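St8sia6 was detected in 47.8% (95% interval 46.1–49.5), Tdrp in 62.8% (95% interval 61.1–64.4) and Lef1 in 96.2% of barcodes of the largest rebuilt T-cell sub-cluster. The shares were 15.4%, 36.2% and 59.5% in the second and 36.1%, 12.8% and 45.0% in the fourth. In the fifth they were 4.44%, 7.78% and 32.2%. At this resolution 1 sub-cluster with these genes was found, and it held 3308 of the 5472 barcodes.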

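The third rebuilt T-cell sub-cluster (675 barcodes) had Cd79a in 94.7%, Cd79b in 85.0% and Ms4a1 in 76% of barcodes, against 5.99%, 5.38% and 1.06% in the largest. Its median depth was 9806 UMIs, against 5130 in the largest, and 73.2% of its barcodes were called doublets.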

Cluster 5 expressed CD19, which is similar to the cluster 9 in the CD3+ B-cell population. CD3^+^CD19^+^ lymphocytes subsets have been identified in disease conditions such as HIV/*Mycobacterium* co-infections (77). Cluster 7 expressed CD8a and CD8b1 representing the cytotoxic CD8 subset of T cells (**Figure 10C**). 

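Cd8a was detected in 15.7%, 13.3%, 9.48%, 1.25% and 2.22% and Cd8b1 in 26.5%, 16.4%, 16.7%, 4.45% and 2.22% of barcodes of the 5 largest rebuilt T-cell sub-clusters. No sub-cluster of the T-cell gate was separated by these genes at this resolution, while among the whole-spleen clusters Cd8b1 and Cd8a led a T-like cluster of 1507 barcodes. In the largest sub-cluster Cd8b1 was among the 10 genes with the highest fold although Cd4 was detected there as well.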

Cluster 6 was enriched with KLRC2 gene family, located within the NK complex genes, and based on this transcriptome profile, we designated cluster 6 as NKT cells (82). 

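Klrc2 was detected in 45.6% (95% interval 35.0–56.4), Klrc1 in 44.4% and Klrd1 in 30% of the 90 barcodes of the fifth rebuilt T-cell sub-cluster, which met 3 of the 4 NKT genes. In the second (813 barcodes), Klrc2 was detected in 20.8%, Klrd1 in 35.7% and Klrk1 in 27.2%. In the largest, Klrc2 was detected in 0.363%.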

No significant DEGs were observed between infected and bystander CD3e+ cells. 

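In T-cell barcodes 10863 genes were tested and 1 was called, Jchain (ENSMUSG00000067149), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Jchain had 6138, 237, 2587 and 195 UMIs in infected and bystander replicate 1 and infected and bystander replicate 2 (log2 fold change 4.65, standard error 0.578, adjusted p = 0.0435 from edgeR's test), and was higher in the infected library of both replicates. The UMIs lay in 14, 17, 51 and 30 barcodes, mostly in those with 20 or more Jchain UMIs, which numbered 5, 2, 4 and 1. Jchain was not called with doublets removed (7.71, adjusted p = 0.0522 from edgeR's test) or with T cells taken from the T-like clusters (0.00, 1.00). The count was 6 with DESeq2 and 33 with a replicate block. Bystander replicate 2 moved it most, to 703 genes without that library, against 19 without infected replicate 1, 66 without bystander replicate 1 and 30 without infected replicate 2.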

Significant changes in gene expression were not anticipated in T cells during bacterial infection as early as 45 min.

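Called genes were counted in every population tested between infected and bystander libraries. There were 6 in neutrophils, 3 in macrophages, 4 in B cells, 1 in T cells and 4 in NK cells from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5, 3, 13, 6 and 4 from DESeq2. At an unadjusted p under 0.05 there were 136, 287, 166, 154 and 111 genes in edgeR's test. On simulated counts with 200 genes changed by a log2 of 2, the same procedure recovered 81%, 84.5%, 83%, 93% and 85.5%. DESeq2 recovered 58%, 63%, 77%, 90% and 65%. These counts were drawn with the spread that edgeR fitted over genes. They held no replicate effect and no single barcodes that carry a gene's sum, so they do not give the power in the real libraries. With a replicate block, the numbers of called genes in the real libraries were 51, 75, 104, 33 and 8. In NK cells the count was 9 without infected replicate 1, 20 without bystander replicate 1, 4 without infected replicate 2 and 103 without bystander replicate 2.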

In summary, scRNA-Seq analysis of splenocytes exposed to *Bb* for 45 min revealed a large array of genes that are induced, although the clusters of splenocytes are relatively similar between infected and bystander cells. Most notably, the differences in the DEGs induced in splenocytes infected with *Bb* provide a rich platform of genes and associated cell populations whose levels could influence the course of the immune response against *Bb* in a reservoir host. Although these studies are based on *Bb* infection under *ex vivo* conditions, it enabled analysis of cells that were infected compared to bystander cells in sufficient numbers for an unbiased analysis using flow-based sorting and scRNA-Seq methodology in conjunction with validation of RNA, protein, and cytometric analysis using defined populations of cells.

## Discussion

In this study, we exploited the ability of GFP+ *Bb* to “label” sufficient number of murine splenocytes (10,000 cells) following *ex vivo* infection and sorted GFP+ cells from GFP− bystander cells using flow cytometry to determine the effects of *Bb* at a single-cell level (**Figure 1A**). The incubation of GFP+ *Bb* with the splenocytes at 1:1 ratio for 45 min resulted in 23% of GFP+ splenocytes (**Figure 1B**), which was similar to intracellular localization of *Bb* in human endothelial cells reported previously (15). The GFP+ splenocytes reflect either interactions of intact *Bb* or processed following intracellular uptake resulting in splenocytes labeled with GFP to be sorted as “infected.” It is well established that *Bb* is an extracellular pathogen primarily surviving in the extracellular matrices of the host with no replication of *Bb* within host cells in large numbers as would be observed for intracellular or facultatively intracellular bacterial pathogens (83, 84). The dissemination of spirochetes from the site of deposition on the skin following a tick bite involves a multistep dynamic process of tethering, dragging, adhesion, and extravasation in conjunction with the motility of the pathogen (85) Prior studies have demonstrated the attachment of *Bb* to host cells surfaces and uptake and processing of *Bb* within various intracellular compartments (11, 22, 86–88). Using scRNA-Seq, it was possible to dissect the early cellular and transcriptome landscape of splenic immune cell populations of C3H/HeN mice that interact with *Bb* to establish an atlas of cells that drive the subsequent innate and adaptive immune responses of the host following active infection.

The tSNE plots defined 28 different clusters, comprising of B cells, T cells, neutrophils, macrophages, NK cells, and erythrocytes that interacted with GFP-expressing spirochetes identified by two independent scRNA-Seq analysis (**Figures 2A, B**). 

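Differences were also taken within each replicate as a log2 ratio of TMM-scaled CPM values (1 added to each) of the infected over the bystander library, with no test since each side is a single library. The replicate numbers are those of the sample labels, and whether they follow the experiment numbers of the paper was not tested. In neutrophil barcodes the log2 ratio of Dusp1 was 1.74 in replicate 1 and 4.88 in replicate 2, that of Zfp36 1.33 in replicate 1 and 0.87 in replicate 2 and that of Clec4d 2.19 in replicate 1 and 2.02 in replicate 2. For Cxcl2 it was 4.20 in replicate 2, and no ratio is given for replicate 1, where the bystander library had no UMI. In macrophage barcodes the ratio of Il1b was 0.45 in replicate 1 and 0.86 in replicate 2, that of Ccl3 0.48 in replicate 1 and 1.80 in replicate 2 and that of Cxcl1 −0.60 in replicate 1 and 1.66 in replicate 2.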

There were significant differences in a large number of DEGs between infected and bystander splenocytes from experiment 1 compared to experiment 2, and therefore, we focused on validating a majority of DEGs that were significantly different between these populations identified in experiment 1 while providing the scRNA-Seq data sets for both experiments. The percentage of each cell population was consistent with the previous findings on murine splenocytes from different strains of mice (49). Furthermore, the clusters identified using the scRNA-Seq data included majority of splenocytes, and the identity of these clusters was validated using cell-specific markers (**Figure 2C**). Notably, it was feasible to classify PTPRC+ cells based on the expression of unique markers as shown in **Figure 2C** into different cell populations. A comparison of early transcriptomic modulations of each cell population between GFP+ (infected) and GFP− (bystander) splenocytes, exhibited similar cellular landscape with no population specific for *Bb* infection (**Supplementary Figure 2A**). This indicated that *Bb* could infect several subsets of splenic cell types as early as 45 min albeit under *ex vivo* conditions. Previous studies showed the ability of *Bb* to infect immune, phagocytic, non-immune, and non-phagocytic cells (89). Although there is no exclusive cell population identified among *Bb*-infected splenocytes, the count of *Bb*-infected neutrophils and macrophages was significantly higher, suggesting the importance of myeloid cells during early stages of innate immune response following *Bb* infection (**Supplementary Figures 2B**, **3**). As expected, neutrophils are the first responders to be recruited with significant microbicidal activity followed by an influx of monocytes/macrophages to resolve the inflammation at the site of *Bb* infection (33). While *Bb* could interact with different subpopulations of immune and non-immune cells, we could not uncover the difference in the mechanism of interaction of *Bb* with each cell type. However, Tlr2, one of the critical pathogen recognition receptors (PRRs) of the host capable of interacting with pathogen-associated molecular patterns (PAMPs) of *Bb*, was expressed only in the myeloid cell populations of infected splenocytes as depicted in cluster 22 (**Figures 2E, F**; **Supplementary Table S3**).

### Cellular heterogeneity of neutrophils

A comparison of infected and bystander populations helped to classify various clusters of neutrophils into inflammatory (C1), antigen presenting (C2), apoptotic (C3), and progenitor neutrophils (C4) based on their transcriptome signatures (**Figures 3A, B**) providing additional insights on the role of neutrophil populations in the host response against Lyme disease agent. While increased infiltration of polymorphonuclear leukocytes in the synovial fluid occurs during infectious stages of Lyme arthritis in humans, a higher percentage of mononuclear leukocytes and lymphocytes is observed during post-infectious stages reflecting cellular profile changes that contribute to tissue pathology (90). Moreover, the host inflammatory response in the joints due to dissemination of Lyme spirochetes in the murine model is characterized by the infiltration of mainly neutrophils and macrophages (91). Neutrophils are short-lived inflammatory cells programmed to undergo apoptosis, perhaps to limit their proinflammatory response (33). However, prolonged proinflammatory response via activation of neutrophils and other cellular mediators of immune response induced by either intact spirochetes or its breakdown products have been suggested to sustain pathogenesis observed in Lyme arthritis (5). The functional relevance of individual clusters of neutrophils recognized in this study in modulating the host response to *Bb* infection can be exploited for diagnosis or prognosis of Lyme disease (92).

### *Bb* infection activates caspase 3 expression in neutrophils

Among the four clusters of the neutrophils (**Figure 4A**), C3 had DEGs that could be readily connected to functional pathways such as those involved in apoptosis, NFkB/TNF/IL17/TLR signaling and those that contribute to rheumatoid arthritis (**Figures 4C, D**). We further validated the levels of DEGs involved in apoptotic mechanisms such as Casp3 and pro-inflammatory cytokines released by neutrophils such as Cxcl1, Cxcl2, Ccl5, and Il1b, which have been shown to play a role in Lyme arthritis (93). Apoptosis, or programmed cell death, is an important mechanism contributing to the resolution of inflammation (94, 95). Prior studies demonstrated that clearance of apoptotic cells is important for the resolution of inflammation during experimental Lyme arthritis (33). It was also shown that increasing the recruitment of neutrophils to the site of infection dramatically attenuates *Bb* infectivity (96). Our data indicated that *Bb*-infected cluster 3 neutrophils had elevated expression of HCAR2, CXCL2, DUSP1 and IL1B genes, compared to bystander splenocytes (**Figure 4B**). We further identified the upregulation of select DEGs that are involved in initiating apoptotic process indicating that neutrophils undergo apoptosis during *Bb* infection based on the protein–protein interaction pathways predicted (**Figure 4D**). However, when we analyzed the relative expression of effector caspases by qRT-PCR (**Figure 5A**), Casp3 was upregulated at 16 hpi and 24 hpi, suggesting a more prominent role for Casp3 during *Bb* infection in BMNs (27). Furthermore, flow cytometry analysis using YO-PRO-1 iodide stain showed that *Bb*-infected BMNs undergo Casp3-dependent apoptosis in a dose-dependent manner (**Figures 5B, C**). Moreover, 10 µg/mL of purified borrelial lipoproteins (*Bb*Lp) also induced Casp3-dependent apoptosis in BMNs (**Figure 5D**). These results showed that BMNs exposed to either intact *Bb* or *Bb*Lp undergo caspase 3-dependent apoptosis. In addition, flow cytometric analysis indicated that only 10%–20% of BMNs were positive for YP-1, suggesting that *Bb* infection might induce apoptosis only in a sub-cluster of neutrophils (**Figures 5B, C**). scRNA-Seq analysis showed that cluster 3 neutrophils contributed approximately 10%–25% of total neutrophils. which are potentially involved in the activation of these pathways in splenocytes, suggesting that cluster 3 could play a modulatory role influencing the survival of spirochetes in mammalian hosts.

The role of DUSP1 in contributing to the host response against *Bb* is yet to be appreciated. Flow cytometry analysis showed that inhibition of DUSP1 has a significant impact on the BMN granularity and does not have any impact on *Bb-*induced caspase activation. *Bb* infection in BMNs induced a specific FSC-SSC-hi population, representing high granular cell population (**Figure 5E**), while BCI treatment (DUSP1/6 inhibitor) of *Bb*-infected BMNs reduced the FSC-SSC-hi population (**Figure 5F**). Moreover, BCI treatment significantly reduced the FSC-hi population in uninfected BMNs (**Figure 5G**). These results suggested that DUSP1 plays an important role in maintaining the granularity in neutrophils during *Bb* infection.

Interestingly, BCI inhibitor treatment significantly increased YP-1-hi population in BMNs independent of *Bb* infection, suggesting that inhibition of DUSP1 increases Casp3 activation in neutrophils (**Figures 5G, H**). However, in *Bb*-infected neutrophils, BCI treatment did not change the YP-1-lo population, suggesting that *Bb*-induced Casp3 activation was unaffected by BCI treatment. Robitaille et al. demonstrated that DUSP1 regulates apoptosis during virus infection, and therefore, the role of DUSP1 in *Bb* colonization in mammalian host warrants additional studies (97).

### Activation of Cxcl1/Cxcl2/Il1b cascade in neutrophils by *Bb*

*Bb* infection induced the expression of cytokines Cxcl1 and Cxcl2 along with other cytokines such as Il1b and Ccl5 as early as 1 hpi in neutrophils (**Figure 5I**). Previous studies have shown that Cxcl1/Cxcl2/Il1b axis in neutrophils plays a major role in inflammatory response during bacterial infections (98). Boro et al. also demonstrated that Cxcl1 and Cxcl2 regulate NLRP3 inflammasome activation, a key pathway involved in the inflammatory response (99). Although the role of Cxcl1 in recruiting neutrophils during *Bb* infection has been demonstrated, the increased expression of Cxcl1/Cxcl2/Il1b axis in neutrophils during *Bb* infection is a novel observation from this scRNA-Seq analysis (100). In addition, our results also indicated that *Bb* infection upregulated Ccl5 in neutrophils (**Figure 5I**). Moreover, a novel finding from this study is the identification of subset-specific expression of Cxcl1 (cluster 2), Cxcl2 (cluster 1), and Il1b/Ccl5 (cluster 3) in neutrophils during *Bb* infection, indicating the independent roles of these cytokines during *Bb* infection. Murine Lyme arthritis is strongly dependent on IL-1 production, and *Bb* induces TLR2/MyD88-dependent inflammasome-mediated caspase-1 activation in BMDM (101, 102). However, caspase 1 deficiency in mice had no effect on *Bb*-induced humoral immunity, T-cell responses, or the abilities of macrophages to ingest and degrade spirochetes (103).

Analysis of scRNA-Seq data and validation by qRT-PCR showed that DUSP1 is upregulated at 1 h, 16 h, and 24 h post-infection reflecting its role in modulating the pro-inflammatory cytokine expression in BMNs during *Bb* infection (**Figure 5I**). BCI (DUSP1/6 inhibitor) treatment elevated the Cxcl1/2 cytokines, indicating that DUSP1 negatively regulates the Cxcl1/2 pro-inflammatory signaling axis in neutrophils during *Bb* infection (**Figure 5J**). In contrast, BCI treatment completely reduced the Ccl5 expression in *Bb* infected neutrophils, indicating that Ccl5 expression during *Bb* infection is driven by the upstream DUSP1-mediated signaling cascade (**Figure 5J**). Interestingly, BCI treatment did not affect the Il1b expression in *Bb*-infected neutrophils, presumably due to Il1b expression occurring independent of DUSP1 pathway. Nengyin et al. (103) demonstrated that *Bb*-infection-induced expression of Il1b is independent of NLRP3, NOD1, NOD2, and RICK correlating with our findings. DUSP1 silencing increased Il1b-induced MAPK phosphorylation and ZFP36 expression at 2 h and profoundly repressed TNF mRNA at 6 h in A549 cells (104, 105). However, there is limited information about the regulation of Il1b in murine bone-marrow-derived neutrophils. Studies have confirmed the essential functions of DUSP1 in controlling the anti-microbial innate immune responses. Utilizing DUSP1(−/−) mice, Rodriguez and others demonstrated that DUSP1 is an essential negative regulator of TLR-triggered innate immune activation in chlamydial infection promoting chlamydial growth through direct effects on infected cells (106). Overall, the above findings suggest the possibility of Cxcl1, Cxcl2, Il1b, and Ccl5 to be functionally independent of each other driven by different pathways during *Bb* infection in neutrophils.

### Cellular heterogeneity of macrophage population among splenocytes

Among the PTPRC+ splenocytes, CSF1R was used to classify 5 macrophage clusters (**Figure 6A**). All clusters identified had similar levels of CSF1R and ITGAM (CD11b) reflecting expression of macrophage-specific markers (**Figure 6B**). Moreover, cluster 3 classified as inflammatory macrophages expressed DEGs specific to complement pathway components (C1qa, C1qb, C1qc, and Fcna), macrophage inflammatory, and activation proteins, and neutrophils attractants such as Cxcl1 and Cxcl2 (**Figure 6C**). Interestingly, exosomes-specific marker CD63 was upregulated in cluster 3, suggesting that these clusters are involved in exosomes formation. Macrophages-derived exosomes are involved in controlling inflammation by releasing several damage-associated molecular patterns (107). Cluster 3 also had several DEGs that were significantly upregulated in infected macrophages compared to bystander macrophages (**Figure 6A**). Overall, the identification of macrophage clusters among splenocytes with higher expression of select DEGs in infected population reflects the role of macrophages in initial stages of *Bb* infection.

### Pathogen-induced responses in inflammatory macrophages

As shown in **Figures 7A, D**, inflammatory macrophages (cluster 3) exhibited a highly interconnected set of unique DEGs encoding for neutrophil granule proteins such as s100a8 and s100a9 that are upregulated in neutrophils in response to infection. These same factors are also upregulated in apoptotic neutrophils that have phagocytosed bacterial pathogens (53). The association of cluster 3 neutrophil markers with cluster 3 macrophages is suggestive of an intriguing possibility of macrophages controlling inflammatory responses by efferocytosis of apoptotic neutrophils (**Figures 7A, D**). In addition, genes encoding intercellular adhesion molecules such as VCAM1, and its receptor ITGAD, are upregulated in inflammatory macrophages (**Figures 7C, D**) (108). In addition, genes encoding trigger receptor expressed on myeloid cells 3 (TREM3) and cytokines such as Ccl3, Ccl4, and Il1rn [IL1 receptor antagonist that inhibits the activities of interleukin 1 alpha (IL1A) and interleukin 1 beta (IL1B) inhibiting IL-1-related inflammatory responses in macrophages] are upregulated in *Bb*-infected cluster 3 macrophages. Recently, Liu et al. identified IL1RN+/TREM1+ macrophage subpopulation via blockade of TREM1 serving as a therapeutic tool for treatment for thoracic aortic aneurysm and dissection (109). Another novel finding is the increased levels of long non-coding RNAs AW011738 and AW112010 in the infected cluster 3 macrophages (**Figure 7D**). The lncRNA AW112010 has been implicated in the functions of macrophage in aging-related processes (110). These aforementioned DEGs provide avenues for exploring their contributions in regulating macrophage responses in inflammatory processes induced by *Bb* infection.

Prior studies demonstrated that the activation of Cxcl1/Cxcl2 in murine macrophages is a key event during *Bb* infection (111). The increased levels of these chemokines in infected macrophage clusters 1 and 2 also add to the relevance of other macrophage clusters in the inflammatory responses against infection (**Figure 7B**). Several DEGs specific to cytokines Cxcl1, Cxcl2, Ccl3, and Il1b were upregulated in bone-marrow-derived macrophages at both 1 and 24 h post-infection with *Bb* validating the mRNA abundance observed in scRNA-Seq analysis of infected splenocytes (**Figure 8A**). The mRNA abundance of select DEGs were also validated at protein level using ELISA-based assays, and levels of Cxcl1, Cxcl2, Ccl5, and Il1b were all upregulated in infected BMDMs (**Figure 8B**). Chung et al. demonstrated that *Bb*-elicited IL10 suppresses the Cxcl1/Cxcl2 activation in macrophages leading to a dampening of the inflammatory responses (112). Murine Lyme arthritis is strongly dependent on Il1b; production, and *Bb* induces TLR2/MyD88-dependent inflammasome-mediated caspase-1 activation in BMDM (101, 102). Together, the expression pattern of Cxcl1/Cxcl2/Il1b during *Bb* infection in BMDM was consistent with the earlier studies, indicating the utility of this scRNA-Seq analysis for mining the transcriptome responses that can be exploited to identify different cell types in a mixed population of cells responding to *Bb* infection.

### *Bb*-induced apoptosis in macrophages

Based on the DEGs related to apoptosis pathway in cluster 3 macrophages, we hypothesized that macrophages might also undergo apoptosis during *Bb* infection like cluster 3 neutrophils. We utilized YP-1 to determine the effector caspases activation in BMDM upon *Bb* infection, and we observed that *Bb* induce Casp3 activation in BMDM in a dose-dependent manner, indicating that 10%–20% of BMDM undergo Casp3-dependent apoptosis (**Figure 8C**). Infection of C3H/HeN mice with *Bb* induces an increase in apoptotic macrophages and apoptotic neutrophils, which correlates with arthritis inflammation and clearance of these apoptotic macrophages and neutrophils correlates with the resolution of arthritis (33). These findings suggested that cluster 3 macrophages undergoing apoptosis might be important for the resolution of inflammation.

### Activation of complement components in inflammatory macrophages by *Bb*

Another set of upregulated genes in cluster 3 macrophages is the one that encodes complement protein C1qa, C1qb, C1qc, and Fcna (**Figure 7A**). qRT-PCR results indicated that C1qa and C1qb genes are highly expressed in *Bb*-infected BMDM, while C1qc did not show significant difference in the expression both at 1 hpi and 24 hpi. While C1qc was not upregulated in BMDMs infected with *Bb*, it was found to be upregulated when BMDMs were exposed to *Bb*-infected BMNs, suggesting the functional relevance of C1qc during the process of efferocytosis rather than during direct phagocytosis of *Bb* by macrophages (**Figures 8A, D**). These data suggest the role of C1q proteins in controlling the *Bb* infection by macrophages via multiple cellular processes during bacterial infections.

Prior studies have demonstrated that complement protein C1q directs macrophage polarization and limits inflammasome activity during the uptake of apoptotic cells (113). In addition, C1q-mediated classical complement pathway was shown to be critical to control *Bb* during experimental infection in mice (114). These studies collectively suggest the differential roles of C1q components during *Bb* infection. scRNA-Seq data showed that Ficolin A (Fcna), a lectin complement component, was upregulated in *Bb*-infected macrophages. Fcna recognizes N-acetyl compounds such as N-acetylglucosamine, components of bacterial and fungal cell walls (115). Binding of the ficolin-MBL-associated serine proteases (MASPs) complex to carbohydrates present on the surface of bacteria initiates complement activation via the lectin pathway. Prior studies showed that increased levels of Ficolin-1 at the mRNA and protein levels exerted a protective role against rheumatic fever via bacterial elimination (116). Xu et al. reported that LPS stimulation induced increased expression of FcnA in alveolar macrophages (117). On the other hand, Fcna expression in macrophages also predisposed patients with rheumatic heart disease symptoms for chronic inflammation and tissue injury emphasizing Fcna in bacterial pathogenesis (116). Complement component C1q, in the absence of other complement components, can trigger a rapid enhancement of phagocytosis of apoptotic cells, independent of its ability to activate the complement pathway (118). This indicates that *Bb* infection in splenocytes activated both classical and lectin-mediated complement pathways in macrophages, which may lead to apoptosis.

In addition, we demonstrated that the C1q encoding genes, C1qa, C1qb, and C1qc, were significantly upregulated in BMDMs that are exposed to *Bb*-infected BMNs. This suggested that complement pathway is activated in macrophages when they are exposed to *Bb*-infected apoptotic neutrophils. Zhi et al. (119) demonstrated that complement component, C1q, and the classical complement pathway play important roles in controlling borrelial infection via antibody and complement-dependent killing and altering both antibody maturation processes and the T-cell response following exposure to infectious *Bb*. Our observations suggest the likelihood that cluster 3 macrophages might play a key role in clearing the *Bb*-infected neutrophils via complement activation-mediated phagocytosis. Furthermore, our experimental evidence indicated that complement components are significantly upregulated in BMDM exposed to BMNs infected with *Bb* compared to BMDMs exposed to uninfected BMNs (**Figure 8D**). Protein network analysis indicated that genes involved in the regulation of T cells were upregulated in cluster 3 macrophages, suggesting their putative role in T-cell activation during *Bb* infection via intercellular adhesion molecules present at the mRNA level in infected cluster 3 macrophages (**Figures 7C, D**). Together, these findings indicate that the cluster 3 macrophages play a key role in clearing the *Bb*-infected neutrophils via complement activation-mediated phagocytosis and contribute to other innate/adaptive immune processes.

*Bb*-infected macrophages shared a transcriptome profile that correlated with that observed in experimental models of atherosclerosis. Inflammatory macrophage cluster identified from an atherosclerosis mouse model showed high-level expression of various genes previously assigned to a pro-atherogenic role (e.g., Ccl3, Il1b, Il1a, Nlrp3, Cebpb, Egr1, and Phlda1) (120). Interestingly, several of the above genes were upregulated in *Bb*-infected macrophages, suggesting a role for inflammatory macrophages in Lyme carditis. A recent study demonstrated that *Bb* infection induces long-term memory-like responses in macrophages with tissue-wide consequences in the heart (121). Together, these findings implicate the relevance of inflammatory macrophages in multiple Lyme complications such as arthritis and carditis; therefore, identifying and targeting the subsets of macrophages might provide avenues for the treatment of Lyme carditis.

### Cellular heterogeneity in B- and T-cell populations among splenocytes

Several clusters of B (CD19+) and T (CD3e+) cells were observed demonstrating the heterogeneity of B cells and T cells in the splenocytes of C3H/HeN mice. Of the splenocytes, 64% were CD19+ cells, indicating that the B cells are the major cellular components of splenocytes. Cell cluster analysis of CD19+ cells revealed 10 different clusters (**Figure 9A**), of which five clusters expressed unique markers, while in the other five clusters, several genes were commonly expressed (**Figure 9B**). Based on the DEGs, CD19+ cells were functionally clustered as antibody-secreting B cells (C2, C8, and C9), CD3+ B cells (C9), marginal zone B cells (C8), and T-cell interacting B cells (C3, C6, and C9). Other B cells clusters did not exhibit any significant DEGs that facilitated their identity. A subset of antibody-secreting B cell cluster, termed as cluster 10a, expressed neutrophils like transcriptome profile and was classified as antigen presenting (AP) neutrophil cluster. This suggested the possibility of B cells interacting with neutrophils (**Figure 9C**). Puga et al. demonstrated that B-helper neutrophils stimulate immunoglobulin diversification and production in the marginal zone of the spleen (122). Our findings indicate the likelihood that a subset of splenic neutrophils might be involved in the antigen-presenting functions interacting with the B cells. Notably, we identified that immunoglobulin encoding genes such as Iglc2, Igkv8-27, Ighv1-82, and Ighg2b were specifically upregulated in *Bb*-infected antigen-presenting neutrophil cluster. The functional significance of the role of these genes in controlling *Bb* infection is unknown. However, DEGs expressed between infected and bystander cells (**Figure 9C**) had no significant difference, suggesting a lack of effect of *Bb* on splenic B cells during early *Bb* infection employed in this study.

CD3e+ T cells are the second major cellular components of splenocytes, comprising seven sub-clusters (**Figure 10A**) with a significant difference in DEGs among the three clusters, termed Treg cells (cluster 4), NK cells (cluster 6), and CD3+ B cells (cluster 5) (**Figure 10B**), as these three clusters are significantly different from classical lymphoid T cells. Cluster 3 expressed Tnfrsf4, Tnfrsf9, Ctla4, s100a4, and Ikzf2 at higher levels compared to the other six clusters (**Figure 10B**). Several of these genes such as Tnfrsf4, Tnfrsf9, Ctla4, s100a4, and Ikzf2 are expressed in Treg cells (123). Therefore, it is possible to categorize cluster 3 T cells as Treg cells. Cluster 5 with significant DEGs is CD3+ B cells cluster (**Figure 10C**). As observed in B-cell populations, a cluster expressing both CD3 and CD19 were classified as CD3+ B cells. While cluster 5 could reflect interaction of B and T cells, it is also possible that both markers are expressed in a single cell. Finally, cluster 6 encompassed NKT cells expressing killer lectin-like receptors (KLR) genes. It has been shown that the heterogeneous but conserved natural killer receptor (KLR) gene complexes are present in four major orders of mammals, highlighting the roles of these genes in NKT cell population (124). Among the other four clusters, we identified that cluster 7 exclusively expressed CD8a gene, while the other three clusters (1, 2, 4) expressed CD4+ cells. Most of the genes that are expressed in these clusters such as ST8SIA6, LEF, PDCD1, and CD247 (**Figure 10B**) are involved in the T-cell activation and maturation (125). Although these subsets of T cells were identified as separate clusters, there are no significant DEGs identified between these four clusters. As expected, due to the short duration of interaction between GFP+ *Bb* and splenocytes, we were unable to identify significant transcriptome changes in T cells from infected and bystander population of splenocytes. However, we expect that these clusters might exhibit differential activation during later stages of *Bb* infection, and further studies are required to understand the roles of these clusters under *in vivo* conditions.

Interestingly, we identified a unique cluster expressing both CD3e and CD19 genes (**Figure 1C**), although no significant DEGs were observed between infected and bystander populations in these clusters. Qing et al. reported that CD3+CD19+ cell counts were observed to be markedly reduced in patients with HIV/*Mycobacterium* co-infection compared to healthy controls (77). They observed that the inhibitory molecules PD1 and T-cell immunoreceptor with Ig and ITIM domains (TIGIT) were highly expressed in the CD3+CD19+ cells in the HIV/*Mycobacterium* co-infection group, indicating a phenotype involving greater suppression of the adaptive immune response. However, further studies are required to understand the functional relevance of this population during *Bb* infection in mice.

## Key findings and conclusions

In this study, we identified and compared the transcriptomic profiles of *Bb*-infected and bystander splenic immune cells at single-cell resolution using GFP+ *Bb*. Several novel splenic immune cell clusters were detected during *Bb* infection as early as 45 min of infection. Our findings indicate that select cellular responses such as apoptosis, complement, and inflammatory pathways are specifically localized to the infected cells providing a rich array of biomarkers/cell clusters that can be targeted to reduce pathological manifestation of Lyme disease in humans. Furthermore, this study provides novel information on the activation of pathogenesis-related signaling pathways in *Bb* infected neutrophils and macrophages cell clusters at early stages of *Bb* infection. Further studies on the identified clusters of innate and adaptive immune cells using knockout mice models will increase the contributions of these clusters during *Bb* infection. These findings provide opportunities to explore the possibilities of targeting novel myeloid sub-populations to limit spirochete survival in mammalian hosts.

## Data availability statement

The datasets presented in this study can be found in Gene Expression Omnibus (GEO) online repository under the accession number GSE243126 containing four samples with accession numbers GSM7779603, GSM7779604, GSM7779605 and GSM7779606.

## Ethics statement

The animal study was approved by Institutional Animal Care Program (IACUC), University of Texas at San Antonio. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

VK: Conceptualization, Formal Analysis, Investigation, Writing – original draft, Data curation, Methodology, Validation, Visualization. TI: Investigation, Writing – original draft. NK: Investigation, Writing – original draft. GZ: Writing – review & editing. BH: Writing – review & editing, Formal Analysis, Methodology. JS: Conceptualization, Funding acquisition, Investigation, Resources, Writing – original draft, Writing – review & editing, Methodology, Project administration, Supervision, Validation.

How the deposited data were processed for this re-analysis (not part of the article)

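Splenocytes of C3H/HeN mice were exposed for 45 min to GFP-expressing *Bb* and sorted into GFP+ (infected) and GFP− (bystander) cells. The data are 4 droplet-based 3′ single-cell libraries (10x Genomics, v3 chemistry), with an infected and a bystander library from each of 2 experiments that the sample labels number as replicate 1 and replicate 2. Each library was taken as 1 sample, and its condition and number were taken from its label. The sources give the multiplicity of infection as 1 in the methods and as 100 in Figure 1A. The qRT-PCR, ELISA, flow cytometry, imaging and protein network data of the paper were not analysed here, and the sequencing reads were not used here.

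Per the file headers, the authors made the deposited counts with Cell Ranger (count, default parameters, mm10 reference), which aligned the reads, assigned them to genes and removed duplicates by UMI. The deposited counts are raw UMI counts per gene and barcode of the barcodes that Cell Ranger called as cells. They precede the aggregation step and the barcode filters of the paper. Gene coordinates were taken from the GENCODE annotation of GRCm38.

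Barcodes with more than 500 UMIs, more than 100 genes and at most 5% mitochondrial UMIs were kept, as in the paper. The libraries held 4997 (infected replicate 1), 8434 (bystander replicate 1), 9105 (infected replicate 2) and 7541 (bystander replicate 2) barcodes, with 31865257, 35494217, 58379599 and 46204606 UMIs. After the filters 4119, 6452, 8338 and 6657 barcodes were left, with a median of 5280, 3468, 5299 and 5149 UMIs. Doublets were scored against 2 simulated doublets per barcode (20 principal components, 50 neighbours), and 0.8% of barcodes per 1000 barcodes of the library were called, which gave 174, 458, 611 and 412. Doublets were removed only in a named alternative.

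Gates followed the paper and needed at least 1 UMI of each gene, for example Ptprc with Itgam and Ly6g (neutrophils), with Csf1r (macrophages), with Cd3e (T cells), or with Klrc1 and without Cd3e (NK cells). Some genes and the results that rest on naming them are not reported here. Counts were analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and python-igraph 0.11.9. Whole-spleen clusters used 2000 variable genes, 30 principal components, 15 neighbours, a Leiden resolution of 1 and a seed of 1, without any correction between libraries. A whole-spleen cluster was named where at least 3 markers of a list were detected in 25% of its barcodes and reached 25% of their highest mean in any cluster. This second condition replaced a planned 2-fold criterion after it was seen that B-like clusters stayed unnamed under it. Sub-clusters of a gate used 1000 variable genes, 10 principal components and 10 neighbours, at the resolution that gives the paper's number, and their names kept the 2-fold criterion. Clusters were left unnamed with 50% or more doublet calls, with fewer than 10 barcodes, where another list met as many markers or had more genes among the cluster's 10 top genes, or where a shallow cluster had no gene of the list among them. The sub-cluster of a gate that best held the paper's cluster 3 markers was taken as the rebuilt cluster 3. In all, 5 embeddings were tried for it and the first was kept.

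UMIs were summed per gene over the barcodes of a gate in each library. Infected and bystander sums (2 against 2 libraries) were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). The number of barcodes of a gate was tested in the same way against the Ptprc+ barcodes of the library. A sub-cluster was tested only with at least 10 barcodes in every library, which no rebuilt cluster 3 had. Single libraries are given with exact Poisson or Clopper-Pearson intervals, and a count of 0 is given with a floor of 3 counts. The paper pairs the infected and the bystander sort of an experiment. To check this pairing, the genes' log2 differences between the replicates in the infected libraries were correlated with those in the bystander libraries. The correlation was 0.295 in neutrophils, 0.210 in macrophages, 0.470 in B cells, 0.308 in T cells and 0.223 in NK cells. It does not measure how well the infected against bystander differences repeat between replicates. The unpaired test was kept and a replicate block was run as an alternative, in which neutrophils had 51 called genes against 6 without it.

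The alternatives were a replicate block, DESeq2 1.42.0, no TMM, no filter on low counts, no mitochondrial filter, doublets removed, libraries thinned to the median UMIs of the shallowest, gates of 2 UMIs, whole-spleen clusters in place of gates, a macrophage gate with Itgam, all kept barcodes as denominator, and the omission of each library in turn. The procedure was tested on simulated data with 200 genes changed by a log2 of 2. Of these, edgeR recovered 81% in neutrophils, 84.5% in macrophages, 83% in B cells, 93% in T cells and 85.5% in NK cells. It also called 8, 12, 15, 11 and 8 unchanged genes. The counts were drawn with the spread that edgeR fitted over genes. Neither a replicate effect nor single barcodes that carry a gene's sum were simulated.

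The gates, tests and alternatives named above were set before the data were examined, as was a rule for the genes of the text, with the exceptions of the naming condition above and of 4 embeddings. The rule takes every gene that the paper names for infected against bystander neutrophils or macrophages, the markers the paper names where a cluster is described, and, per test, up to 5 called genes with the smallest adjusted p that have the same sign in both replicates. The values that the paper prints for the named genes had been seen. Ctrb1 and the top genes of clusters were given outside this rule and after their values were seen.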

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

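Both tests of this pattern, with their limits of 3 barcodes and 100 UMIs, were chosen after the result was seen. NK-cell barcodes (Ptprc+ Klrc1+ without Cd3e), for which the paper reports shares but no comparison of genes between infected and bystander cells, had 4 genes called, and all are haemoglobin genes. The log2 fold change was 5.65 for Hbb-bs (adjusted p = 4.54e-09), 4.87 for Hbb-bt (1.31e-08), 4.24 for Hba-a2 (4.37e-08) and 5.84 for Hba-a1 (5.42e-08), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each was higher in the infected library of both replicates. The UMIs of these genes came to 3969 in infected replicate 1, 115 in bystander replicate 1, 5920 in infected replicate 2 and 86 in bystander replicate 2. These paralogs have near-identical sequences, so the split between them is uncertain and they are not 4 separate results. What singled the pattern out is that the paper names no haemoglobin gene and reports no genes of infected against bystander NK cells.

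Free RNA in the droplets is argued against as the whole cause, since it would spread over barcodes. In the infected libraries at least 97.4% of the haemoglobin UMIs lay in the 3 NK-cell barcodes with the most, against 11.3% and 9.30% in the bystander libraries. Without those 3 barcodes the values were 181 and 48.5 CPM in infected and 192 and 66.3 CPM in bystander replicates 1 and 2. T-cell barcodes had 2730 and 2127 CPM in infected and 2908 and 1194 in bystander libraries.

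Doublets of an NK cell and an erythroid cell are a candidate explanation. With barcodes called doublets removed, 0 of the 3 that still passed the filter on low counts were called by edgeR's test (3 at an unadjusted p under 0.05, as were 130 genes in all, and DESeq2 with every barcode kept called 4). The log2 fold change of Hbb-bs was still 4.72 then. Only 3 infected NK-cell barcodes had 100 or more haemoglobin UMIs, 1 in replicate 1 and 2 in replicate 2, and 2 of the 3 were called doublets. The single barcode of infected replicate 1 was not called a doublet, and a doublet that was missed stays open for it. An erythroid cell with a few NK-cell transcripts is less likely there, since no NK-cell barcode of that library lay in an erythroid-like cluster. In infected replicate 2, 1 NK-cell barcode did, and it was not checked whether it held these UMIs. A response of NK cells to *Bb* was not tested separately and would have to rest on these 3 barcodes.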

How the results depend on the processing

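Of the comparisons of called genes and of shares of barcodes, 59 values under an alternative kept their call or stayed within 1.5 times the count, 43 counts moved by more, 11 shares were no longer past the threshold, 4 newly passed it and 4 changed sign. Of the single genes, barcode numbers and Tlr2 shares, 376 kept their call or size, 44 calls were lost, 34 were gained, 19 changed sign and 4 shares moved. The causes of these moves were not tested unless a sentence says so. Adjusted p values in this part are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, except under DESeq2, which has its own.

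A replicate block raised the number of called genes in every population tested, to 51 in neutrophils (from 6), 75 in macrophages (from 3), 104 in B cells (from 4), 33 in T cells (from 1) and 8 in NK cells (from 4), and these included all genes called without it in neutrophils (6) and macrophages (3). The neutrophil share of Ptprc+ barcodes kept its log2 fold change of 0.83 under the block but was not past the threshold (adjusted p = 0.107, range over its alternatives 0.00815–0.588). Among single genes the block added 7 calls (Dusp1, Cxcl2, Clec4d and Zfp36 in neutrophils, and Ccl3, Cxcl1 and, lower in infected, Ccl5 in macrophages). It changed no other call of a share or a named gene. Since the block leaves 1 residual degree of freedom, its calls are not strong evidence from paired replicates.

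DESeq2 called 13 genes in B cells and 6 in T cells, and 5 in neutrophils, 3 in macrophages and 4 in NK cells. Without TMM, B cells had 0 called genes in edgeR's test (145 at an unadjusted p under 0.05, 13 called by DESeq2 with its own normalization), and C1qc in macrophages changed sign at a value near 0 (−0.000705). Without the filter on low counts there were 61 called genes in neutrophils, 66 in macrophages, 86 in B cells, 54 in T cells and 14 in NK cells.

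Without the mitochondrial filter the log2 fold change of the neutrophil share was 0.93 and that of the macrophage share 1.13, and neither was past the threshold (adjusted p = 0.0588 and 0.0954, ranges 0.00815–0.588 and 0.00292–0.588), while the NK-cell share changed sign (0.0347). A gate of 2 UMIs gave 0.75 and 1.03 for these shares of neutrophils and macrophages, neither past the threshold, and changed the sign of the T-cell (0.00205) and NK-cell shares (0.0626). It left 0 called genes in B cells (144 at an unadjusted p under 0.05, with 13 called by DESeq2 under the gate of 1 UMI) and 2 in NK cells, and it changed the sign of C1qb (−0.30) and C1qc (−0.68) in macrophages.

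With doublets removed, B cells had 7 called genes, T cells 9 and NK cells 0 (130 at an unadjusted p under 0.05, with 4 called by DESeq2 with every barcode kept). None of the genes called with every barcode was called in neutrophils, B, T or NK cells once doublets were removed, and the 2 called in macrophages were among the 3. The neutrophil share was 0.79 and not past the threshold, and C1qc changed sign (−0.62). Removing doublets takes out barcodes by construction, and 55% of the neutrophil sub-cluster with B-cell genes were such barcodes.

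With libraries thinned to the shallowest, neutrophils had 11 called genes, including the 6 called without thinning, and C1qc changed sign (−0.13). With barcodes thinned to 1000 UMIs, a Tlr2 UMI was found in 3.70% of neutrophil, 21.8% of macrophage, 0.347% of B-cell and 0.0732% of T-cell barcodes, which is a loss of depth by construction.

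With whole-spleen clusters in place of gates, 3 genes were called in neutrophils, 43 in macrophages (1 of them among the 3 of the gate) and 0 in each of B cells (83 at an unadjusted p under 0.05), T cells (109) and NK cells (133), where DESeq2 called 13, 6 and 4 in the gates and was not run on the clusters. S100a8 in macrophages changed sign (−1.76), as did Anxa1 in B cells (−0.42). With Itgam added to the macrophage gate, 3 genes were called. At Leiden resolutions of 0.5 and 2 and with 10 principal components there were 28, 54 and 32 whole-spleen clusters.

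The ranges over the omission of each library in turn, where the lone library of a group is assumed to vary like the other group, were 1–34 called genes in neutrophils, 17–93 in macrophages, 23–55 in B cells, 19–703 in T cells and 4–103 in NK cells. In this order of populations the counts were 26, 36, 37, 19 and 9 without infected replicate 1, 34, 53, 23, 66 and 20 without bystander replicate 1, 18, 17, 40, 30 and 4 without infected replicate 2, and 1, 93, 55, 703 and 103 without bystander replicate 2. For the shares the log2 fold changes ranged over 0.71–0.94 in neutrophils (0.71 without infected replicate 2), 0.71–1.60 in macrophages (0.71 without bystander replicate 1, 1.60 without bystander replicate 2), 0.23–0.40 in B cells, −0.19 to −0.0682 in T cells and −0.33 to 0.32 in NK cells (0.32 without bystander replicate 2). The neutrophil share was not past the threshold without infected replicate 1 (0.90), infected replicate 2 or bystander replicate 2 (0.75), nor was the macrophage share without infected replicate 1 (1.19) or infected replicate 2 (0.84). The B-cell share passed it without bystander replicate 1 (0.23) and without bystander replicate 2 (0.40), and the T-cell and NK-cell shares passed it, as lower in infected, without bystander replicate 1.

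Single genes changed sign when a library was left out. Without bystander replicate 1 this held for Tlr2 (−0.0423) and Clec4e (−0.01) in neutrophils and for C1qb (−0.0619) and C1qc (−0.61) in macrophages. Without bystander replicate 2 it held for Suco in neutrophils (−0.18) and Ccl5 in macrophages (3.21). Without infected replicate 2 it held for Clec4e in neutrophils (−0.48) and for C1qb (−0.37), C1qc (−0.71), Ccl3 (−0.54), Cxcl2 (−0.77) and Cxcl1 (−1.21) in macrophages. The other ends of the ranges were 0.55 for Suco (without bystander replicate 1), 1.02 for Clec4e, 2.58 for Ccl3 and 1.69 for Cxcl2 in macrophages (each without bystander replicate 2), 2.01 for Cxcl1 (without infected replicate 1) and −3.73 for Ccl5 (without infected replicate 2). For Tlr2 (7.47), C1qb (7.65) and C1qc (7.62) the highest value was without bystander replicate 2, where the remaining bystander library had no UMI of the gene, so that these values depend on the count added before the logarithm and are not measured folds. No named gene changed sign without infected replicate 1.

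The planned tests within the rebuilt cluster 3 of neutrophils and macrophages could not be run, and neither could their alternatives (a replicate block, DESeq2, no TMM, no filter on low counts, doublets removed, the omission of each library, another number of sub-clusters and another seed), because the rebuilt clusters held at most 5 barcodes of infected replicate 1, 1 of bystander replicate 1 and 4 of bystander replicate 2. After the first embedding had been inspected 4 others were added. The rebuilt cluster 3 held 26, 28, 28 and 30 neutrophil barcodes in them, against 31, and 14 macrophage barcodes in each, against 12.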

Differences from the paper's values

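The paper gives shares of immune cells without a denominator, so shares over 2 denominators are set beside its values. A share was taken to differ where it lay both more than 1 SD and more than 1.5-fold from the paper's value. For B cells the paper states 65%, and the mean over the 4 libraries was 35.7% ± 4.76 (SD) of Ptprc+ barcodes, while over the barcodes of any gate it was 56.1% ± 3.90, which is more than 1 SD below the paper's value but less than 1.5-fold from it. Of the alternatives set before the data were examined, only whole-spleen clusters in place of gates came within 1.5-fold, at 60.1%. That value sets all B-like barcodes, with or without a Ptprc UMI, against the number of Ptprc+ barcodes and is not a share in the strict sense. Over all kept barcodes the same clusters held 51.4%. The values remained apart with all kept barcodes as denominator (30.5%), with a gate of 2 UMIs (15.3%), without the mitochondrial filter (38.8%), with doublets removed (33.6%), with libraries thinned to the shallowest (29.1%) and with any library left out (34.3% to 37.6%).

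For T cells the paper states 25%. The share of Ptprc+ barcodes was 25.1% ± 1.60 and every alternative set before the data were examined was within 1.5-fold (18.8% to 25.7%), but over the barcodes of any gate the share was 39.7% ± 4.48, for which no alternative was run. For NK cells the paper states 5%, against 3.35% ± 0.625 of Ptprc+ barcodes, which is just within 1.5-fold, and 5.26% ± 0.806 of the barcodes of any gate. The NK-cell share differed with all kept barcodes as denominator (2.86%), with a gate of 2 UMIs (1.65%), without the mitochondrial filter (2.90%), with doublets removed (3.33%), with libraries thinned to the shallowest (3.10%) and without bystander replicate 2 (3.07%). It did not differ with whole-spleen clusters (6.52%, all NK-like barcodes against the number of Ptprc+ barcodes) or without infected replicate 1 (3.37%), bystander replicate 1 (3.58%) or infected replicate 2 (3.35%). For myeloid cells the paper states 5%, against 1.98% ± 0.792 of Ptprc+ barcodes and 3.07% ± 1.08 of the barcodes of any gate. The myeloid gates here cover neutrophils and macrophages only, while the myeloid cluster of the paper also includes dendritic cells. Of the 204 barcodes of the plasmacytoid dendritic-like cluster, 43 passed the macrophage gate. A part is thus set against a wider group, and no cluster-based share was computed for myeloid cells. The gap remained with all kept barcodes as denominator (1.69%) and with a library left out (1.67% to 2.27%), and the other alternatives were not set against the paper's value for myeloid cells.

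The other differences are in genes. The paper analysed aggregated barcodes in the Loupe browser, and its single-cell methods do not name the test behind the gene results or its unit of replication. The tests here take libraries (2 against 2), and they cover all barcodes of a gate where the paper names a cluster. The paper bases the gene results it shows on its experiment 1 and reports that they did not reach the same significance in experiment 2, apart from Cxcl2, whereas the values here are over both replicates. These are limits of the comparison. The adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless DESeq2 is named.

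The paper reports higher Tlr2 in infected neutrophils. The fitted log2 fold change was 0.82 (adjusted p = 0.999), and none of 11 alternative settings called it. In the neutrophil-like clusters in place of the gate, Tlr2 stood at 16.0 and 0 CPM in infected and bystander replicate 1. In replicate 2 it stood at 65.3 and 20.6 CPM, and no test was made there. In the gate, most Tlr2 UMIs of infected replicate 1 and of bystander replicate 2 lay in 1 barcode each. Both barcodes fell in a macrophage or monocyte-like cluster.

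The paper reports Suco, Clec4e, Pdcd5 and Sod2 as higher in infected cells of neutrophil cluster 1. Over all neutrophil barcodes the log2 fold changes were 0.15, 0.40, 0.93 and 1.08 (each adjusted p = 0.999), and none was called in any of 13 alternative settings. Of the genes it reports for cluster 3, Dusp1 (3.66, adjusted p = 0.0603), Cxcl2 (4.29, 0.114), Clec4d (2.08, 0.653) and Zfp36 (1.05, 0.943) were fitted higher in infected and not called. Dusp1 was called with the replicate block (3.65), by DESeq2 (3.63), without the filter on low counts (3.68), with doublets removed (4.07), with libraries thinned to the shallowest (3.57), and without infected replicate 1 (4.27) or bystander replicate 1 (4.43). Cxcl2 was called with the block (4.42), without the filter on low counts (4.31), with doublets removed (4.49), thinned (4.34), and without infected replicate 1 (5.09), bystander replicate 1 (3.40) or infected replicate 2 (2.31). Clec4d was called with the block (2.10) and without the filter on low counts (2.09), and Zfp36 with the block (1.06). Over all their alternatives the adjusted p ranged from 1.26e-08 to 0.868 for Dusp1, from 1.15e-16 to 1.00 for Cxcl2, from 0.00372 to 1.00 for Clec4d and from 0.0133 to 1.00 for Zfp36. Il1b, Hcar2, Ccl3, Ccl5, Ccrl2 and Igkv8-27 did not pass the filter on low counts in neutrophils, and Cxcl1, Ighv1-82 and Ighg2b had no UMI there. The histone genes and Iglc2, which the paper also reports, were called. Of the 12 settings in which each was tested, Iglc2 lost its call in 3 and Hist1h3c and Hist1h2ap in 4 each. Hist1h1d lost it in 2, Hist1h2ae in 1 and Hist1h1b in none. With doublets removed none of these genes was called.

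The paper reports the complement genes as higher in infected macrophages. The log2 fold changes were 0.82 for C1qa, 0.57 for C1qb, 0.06 for C1qc and 0.85 for Fcna (each adjusted p = 1.00). C1qa, C1qb and C1qc were called without bystander replicate 2, and Fcna was called in none of 11 settings. The paper describes complement genes as part of macrophage cluster 3 and as higher in its infected cells. The rebuilt cluster 3 held no UMI of these genes and no bystander barcode. It was led by Retnlg, S100a9 and S100a8, and whether it corresponds to the paper's cluster 3 was not tested. In the rebuilt sub-cluster with B-myeloid markers the 4 genes together stood at 188 and 0 CPM in infected and bystander replicate 1. In replicate 2 they stood at 531 and 405 CPM. S100a8 and S100a9 were called, as in the paper. Il1b was fitted higher (0.72, adjusted p = 1.00) and called in none of 14 settings. Ccl5 was fitted lower in infected (−2.63, adjusted p = 0.652), was called as lower in 5 of 11 settings and was fitted higher only without bystander replicate 2 (3.21, not called). The paper reports Cxcl2 and Cxcl1 as higher in infected cells of macrophage clusters 1 and 2. Over all macrophage barcodes they were fitted higher (0.72 and 1.21, each adjusted p = 1.00), Cxcl1 with a lower value in infected in replicate 1, and called without bystander replicate 2 (1.69 and 1.86), and Cxcl1 also with the block (1.13), without the filter on low counts (1.25) and without infected replicate 1 (2.01). Over 14 settings the adjusted p ranged from 0.00469 to 1.00 for Cxcl2 and from 0.00151 to 1.00 for Cxcl1.

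The paper finds no gene that differs between infected and bystander B cells or T cells. Here 4 genes were called in B cells (Wfdc21, Retnlg, Anxa1 and Ly6g) and 1 in T cells (Jchain). B cells had 0 called genes without TMM, with a gate of 2 UMIs and with whole-spleen clusters (145, 144 and 83 at an unadjusted p under 0.05 in edgeR's test, and 13 called by DESeq2 in the gate), and T cells had 0 with whole-spleen clusters (109 at an unadjusted p under 0.05, and 6 called by DESeq2 in the gate). Other settings raised the counts, to 104 in B cells and 33 in T cells with a replicate block. Without the filter on low counts they were 86 and 54. The paper places most myeloid cells in a single cluster. Here 95.6% of neutrophil barcodes lay in cluster 23 and 62.1% of macrophage barcodes in cluster 20.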

Other observations

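Tests chosen after the result was seen were the free RNA test of the complement genes in replicate 1, the share of S100a8 in neutrophil-like barcodes, the S100a8 test without the 5 top B-cell barcodes, and the tests of neutrophil genes and of Ctrb1 in B-cell barcodes. The numbers of UMIs that set a barcode apart (20 histone, 500 Igkc or 20 Jchain UMIs) were also chosen after values per barcode were seen.

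In the neutrophil sub-cluster with B-cell genes, 55% of the 20 barcodes were called doublets. Over all neutrophil barcodes 23 of 135 had 2 or more B-cell genes, with a median of 19016 UMIs against 12403.5 in the others. If these are doublets of a neutrophil and a B cell, 8.40 barcodes with T-cell genes are expected from the numbers of B and T cells, and 4 were found (exact interval 1.09–10.2). Doublets are thus a candidate source of the B-cell genes, and neutrophils with their own transcripts of these genes stay open.

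Complement UMIs were fitted higher in infected macrophage barcodes without being called, and C1qa was found in 23.6% of the barcodes of the macrophage sub-cluster with B-cell genes, against 2.11% of the others. In replicate 1, where the bystander library had none, the difference in B-cell barcodes was 7.75% of that in macrophage barcodes, which argues against free RNA in the droplets as the whole cause there. In replicate 2 the 4 genes together stood at 147 and 133 CPM in infected and bystander macrophage barcodes, against 5.41 and 0.850 in B cells, 2.41 and 1.02 in T cells and 1.71 and 0 in NK cells, and 219 of 234 and 73 of 105 macrophage UMIs lay in the gate's barcodes of 1 small whole-spleen cluster. This argues against free RNA as the source of these UMIs. For the small difference between the 2 macrophage values the same measure as in replicate 1 was 33.8%, and there free RNA cannot be told apart from expression because the 2 values lay close. More red-pulp-like macrophages among the GFP+ barcodes cannot be told apart either. Of 8 red-pulp genes 1 (Cd5l) was higher in infected in both replicates, against 3 of the 4 complement genes, and most of these genes had few UMIs. The small cluster with most complement UMIs, led by C1qa, C1qb and Hmox1, held 17 and 36 barcodes in infected replicates 1 and 2 (0.413% and 0.432% of kept barcodes) and 1 and 6 in the bystander libraries (0.0155% and 0.0901%), which goes with more such cells among the GFP+ barcodes, but the cluster was formed on the same expression values and its 60 barcodes include only 19 of the macrophage gate. In those of the gate the 4 genes stood at 2560 and 2156 CPM in infected replicates 1 and 2 and at 3943 CPM in bystander replicate 2, with no barcode in bystander replicate 1. A higher level per cell in infected was thus not seen there in replicate 2, and with 13 infected and 2 bystander barcodes induction by *Bb* within 45 min stays open.

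S100a8 and S100a9 were called as higher in infected macrophage barcodes. Of the S100a8 UMIs of infected macrophage barcodes, 98.8% lay in 14 of 206 barcodes that fell in the neutrophil-like cluster of 55 barcodes. Outside these 14, S100a8 stood at 5.21 and 16.4 CPM in infected and 20.2 and 12.7 CPM in bystander replicates 1 and 2. The name of that cluster rests on 3 neutrophil markers (Retnlg, Csf3r and Mmp9), and Cxcl2, Il1b and Ccl3 led its genes. Neutrophil-like barcodes with a Csf1r UMI are thus a candidate source, be they neutrophils, doublets or macrophages with neutrophil RNA. The planned test of free RNA, the difference in all B-cell barcodes, gave up to 236% of that in macrophages and cannot be told apart from cells, because 5 B-cell barcodes held 99.6% of the S100a8 UMIs of infected replicate 1 and 94.6% of infected replicate 2. Without the 5 top barcodes the measure was at most 1.61%, which argues against evenly spread free RNA. Uptake of neutrophils by macrophages was not tested.

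Dusp1 and Zfp36 were higher in infected neutrophil barcodes of both replicates. A response to handling or sorting shared by all cell types would raise such early genes in lymphocytes too, and 10 of 18 pairs of gene and lymphocyte population were higher in infected in both replicates. For Dusp1 the largest log2 ratio of CPM values without TMM (1 added to each) in B, T or NK cells was 0.31, against 1.67 and 4.78 in neutrophils. By the methods, GFP+ and GFP− cells were infected, scraped and stained together and parted only by the sort. A handling response equal in both would therefore not give a difference between them. One that differs between them cannot be told apart from an effect of *Bb*, since its size in neutrophils is not known from these libraries.

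The 4 genes called in B-cell barcodes, Wfdc21, Retnlg, Anxa1 and Ly6g, are top genes of the neutrophil-like cluster. In each infected library at least 81.6% of the UMIs of each of these genes lay in the 5 B-cell barcodes with most of them, which argues against evenly spread free RNA as the main source. For the few UMIs of the other barcodes free RNA was not tested. S100a8 in T-cell barcodes, at no more than 3.59% of its CPM value in B-cell barcodes of the infected libraries, decides nothing here, since 5 barcodes also held most of the S100a8 UMIs of the B cells. Doublets with a neutrophil may contribute, since none of the 4 genes was called with doublets removed. The log2 fold changes were then 2.11 for Wfdc21 (from 2.69), 4.09 for Retnlg (from 5.60), 1.86 for Anxa1 (from 2.15) and 4.53 for Ly6g (from 4.45), so removing called doublets did not bring the fitted differences to 0, and doublets that were not called stay open. With B cells taken from B-like clusters in place of the gate, the values were 0.41 for Wfdc21 and −0.42 for Anxa1, neither called, and Retnlg and Ly6g did not pass the filter on low counts. The B-cell gate did hold neutrophil-like barcodes, mostly infected. In infected and bystander replicate 1 and infected and bystander replicate 2, they numbered 3, 1, 4 and 0 from the cluster of 131 barcodes. From the cluster of 55 they numbered 1, 0, 3 and 0. Such barcodes are thus a candidate source of the calls, but whether they held the UMIs of the 4 genes was not tested. A binding of neutrophils and B cells before sorting was not tested.

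Ctrb1, a pancreatic enzyme gene, had 236 UMIs in B-cell barcodes. They lay in 44 barcodes, 0.191 of the 230.4 that a Poisson draw by depth gives, and the 5 top barcodes held 47.5%. This argues against evenly spread free RNA. No biological explanation was tested, and particles of pancreas tissue in single droplets stay open.

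The histone genes called in neutrophils came from few barcodes. Of the UMIs of 4 histone genes in infected neutrophil barcodes, 99.3% lay in 5 of 85 barcodes with 20 or more, 1 in replicate 1 and 4 in replicate 2. All 5 held Mki67 or Top2a, with a median of 51 UMIs of these genes against 0 in the others. A few dividing barcodes are thus a candidate source, and whether these are dividing neutrophil precursors or doublets with a dividing cell stays open. Once called doublets were removed these genes no longer passed the filter on low counts. An effect of *Bb* on histone genes in other neutrophils has little in these sums to rest on.

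Immunoglobulin genes in infected neutrophil and T-cell barcodes showed the same pattern. Of their Igkc UMIs 88.5% lay in 12 barcodes with 500 or more, and all 12 had Jchain, with a median depth of 29307 UMIs and doublet calls in 5. In neutrophils these were 2 barcodes of infected replicate 2, so that replicate 1 has no such barcode. In T cells there were 5 and 5 in the infected and 2 and 1 in the bystander libraries. A few doublets with a plasma-like cell are a candidate explanation of Jchain in T cells and of Igkc in neutrophils of replicate 2, but only 5 of the 12 were called doublets, and with doublets removed Jchain in T cells lost its call while its log2 fold change rose to 7.71, from 4.65. Single plasma-like cells with a few T-cell transcripts therefore stay open, and whether plasma-like cells bind *Bb* or stick to other cells was not tested.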
